# Glucocorticoid activation of anti-inflammatory macrophages protects against insulin resistance

**DOI:** 10.1038/s41467-023-37831-z

**Published:** 2023-04-20

**Authors:** Giorgio Caratti, Ulrich Stifel, Bozhena Caratti, Ali J. M. Jamil, Kyoung-Jin Chung, Michael Kiehntopf, Markus H. Gräler, Matthias Blüher, Alexander Rauch, Jan P. Tuckermann

**Keywords:** Metabolism, Metabolic diseases, Monocytes and macrophages, Inflammation

## Abstract

Insulin resistance (IR) during obesity is linked to adipose tissue macrophage (ATM)-driven inflammation of adipose tissue. Whether anti-inflammatory glucocorticoids (GCs) at physiological levels modulate IR is unclear. Here, we report that deletion of the GC receptor (GR) in myeloid cells, including macrophages in mice, aggravates obesity-related IR by enhancing adipose tissue inflammation due to decreased anti-inflammatory ATM leading to exaggerated adipose tissue lipolysis and severe hepatic steatosis. In contrast, GR deletion in Kupffer cells alone does not alter IR. Co-culture experiments show that the absence of GR in macrophages directly causes reduced phospho-AKT and glucose uptake in adipocytes, suggesting an important function of GR in ATM. GR-deficient macrophages are refractory to alternative ATM-inducing IL-4 signaling, due to reduced STAT6 chromatin loading and diminished anti-inflammatory enhancer activation. We demonstrate that GR has an important function in macrophages during obesity by limiting adipose tissue inflammation and lipolysis to promote insulin sensitivity.

## Abstract (web summary)

Obesity and a high-fat diet can lead to insulin resistance in a process involving macrophage-mediated inflammation of adipose tissue. Here the authors show that glucocorticoid receptor-deficient macrophages have an elevated inflammatory response which aggravates insulin resistance implicating that glucocorticoids promote insulin-sensitizing actions via adipose tissue macrophages during obesity.

## Introduction

Obesity and related disorders, such as insulin resistance and type-2 diabetes mellitus, represent a severe health issue, driven by the wide availability of calorie-dense food in modern society. Worldwide, male obesity rates have doubled from 4.8 to 9.8%, and female rates have increased from 7.9 to 13.8% since the 1980s^1^. One of the major comorbidities of obesity is insulin resistance (IR), eventually leading to diabetes^2^. Adipose tissue is a major site of insulin action. Adipocytes take up glucose and synthesize fatty acids in response to insulin^3^, which upon disruption, leads to IR and hyperglycemia^4^. Immune cells within the adipose tissue, including adipose tissue macrophages (ATM), have been recognized to substantially modulate insulin sensitivity of the adipose tissue^5^. Under homeostatic conditions, ATMs support tissue turnover by clearing out dying adipocytes through efferocytosis and stimulating the differentiation of adipocyte progenitors^6^.

During obesity, the production of inflammatory adipokines such as TNF and MCP-1 causes additional macrophages to be recruited to adipose tissue^7,8^, contributing to the inflammatory milieu. These pro-inflammatory ATMs surround apoptotic adipocytes forming crown-like structures (CLSs)^9,10^. At the CLSs, macrophages engulf the lipid droplet causing further activation of macrophage inflammatory pathways, releasing their own inflammatory cytokines resulting in a positive feedback loop of adipose tissue inflammation^11^. The inflammation suppresses adipocyte insulin responsiveness, resulting in reduced glucose uptake and utilization, along with increased production of non-esterified fatty acids, resulting in systemic hyperglycemia characterizing type II diabetes^12,13^.

The immune system is not only coordinated by inflammatory stimuli, such as TNF released from adipocytes during obesity but also through neuro-endocrine factors, for example, glucocorticoids (GCs). Circulating GCs are increased during obesity and are associated with insulin resistance in both mice and man^14–17^. People with hypercortisolism, such as Cushing’s syndrome patients, develop lipid accumulation similar to obese individuals. High doses of GCs are strongly obesogenic and induce insulin resistance in humans^18^, while knockout mouse models have demonstrated an important role of GR in adipocytes, hepatocytes, and skeletal muscle for the development of insulin resistance during obesity^19,20^. GCs act on the liver, adipose tissue, muscle, and pancreas, all contributing to poor insulin effectiveness^21–24^.

GCs are also highly anti-inflammatory, especially for macrophage function through classical but also metabolic pathways^25–27^, and therefore may be involved in the inflammatory response during obesity. We propose that GCs potentially have a dual role during obesity—(1) suppressing inflammatory activation of macrophages in adipose tissue, and (2) promoting lipid accumulation and insulin resistance by acting on adipocytes. While we, and others, have shown that both endogenous and exogenous GCs have a profound effect on the inflammatory activation of macrophages to suppress systemic inflammation elicited by lipopolysaccharide (LPS) and cecal ligation and puncture^26,28^, the effect of endogenous GCs on macrophages during obesity remains unexplored until now.

In this work, we show that mice with a myeloid-specific ablation of GR (GR^LysMCre^) on a high-fat diet (HFD) have aggravated insulin resistance and adipose tissue inflammation despite similar body weight compared to wild-type (GR^flox^) littermate controls. Insulin resistance in obese GR^LysMCre^ mice is likely due to loss of alternatively activated macrophages in adipose tissue since decreased insulin sensitivity can be recapitulated in co-cultures of adipocytes and GR-deficient bone marrow-derived macrophages (BMDM) but not in obese mice devoid of GR in Kupffer cells (GR^Clec4fCre^). Mechanistically, glucocorticoid and IL-4 signaling synergistically activate important anti-inflammatory genes for macrophage polarization through the cooperativity of GR and STAT6 at the chromatin level. Taken together, we propose that GR in myeloid cells is essential to maintain the anti-inflammatory polarization of adipose tissue macrophages and to counteract insulin resistance in diet-induced obesity.

## Results

### Glucocorticoid receptor action in macrophages protects against obesity-induced insulin resistance

To identify transcription factors involved in adipose tissue macrophage (ATM) function during obesity, we initially took an in silico approach using Landscape In Silico deletion Analysis (LISA), a bioinformatic tool to predict transcriptional regulators of selected gene sets^29^. We analyzed five published datasets comparing ATMs isolated from lean and obese mice and found GR (encoded by *Nr3c1*) to be predicted at similar or higher confidence than other well-known regulators of ATM function, such as STAT6, PPAR-γ, and KLF4 (Fig. 1A). Furthermore, analysis of single nuclei sequencing from mice^30^ predicted GR as a regulator of differentially expressed genes across multiple cell types of adipose tissue comparing the lean and obese state, including various macrophage subtypes, most prominently the pro-resolving non-perivascular macrophages (NPVM) (Supplementary Fig. S1A), which was maintained in humans^31^ (GSE:155960, Supplementary Fig. S1B).

**Fig. 1:**
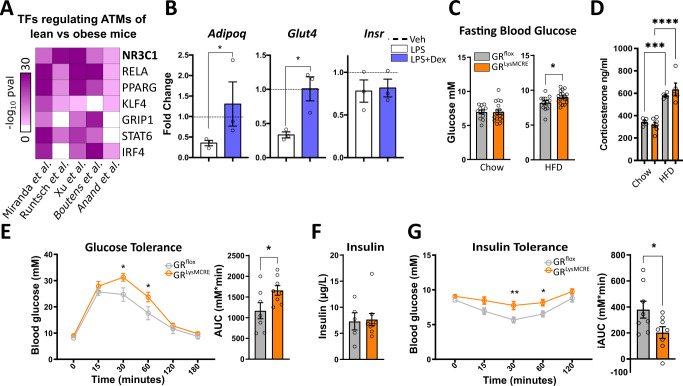
GR in macrophages protects against insulin resistance. **A** Differentially expressed genes (*padj* < 0.05) of published expression datasets from macrophages analyzed by LISA to predict regulatory transcription factors. **B** In vitro differentiated adipocytes from stromal vascular fraction (SVF) were co-cultured with bone marrow-derived macrophages (BMDMs) for 24 h. Macrophages were pretreated with vehicle, LPS (100 ng/ml), or LPS + dex (100 nM) for 24 h, followed by washout before co-culturing. Adipocytes were separated via MACS and gene expression was quantified by qPCR relative to vehicle control (dotted line) (*n* = 3, *N* describes macrophages from individual mice). **C** Blood glucose was analyzed before and after 29 weeks of a 60% high-fat diet (GR^flox^: *n* = 12, GR^LysMCre^: *n* = 18, *N* describes individual mice). **D** Corticosterone levels were measured by MS from lean and obese GR^flox^ and GR^LysMCre^ mice (GR^flox^: *n* = 5, GR^LysMCre (lean)^: *n* = 7, GR^LysMCre (obese)^: *n* = 5). **E** Overnight fasted obese mice were given 2 mg/g glucose i.p., and blood glucose levels were traced for 180 min. The area under the curve, right (GR^flox^: *n* = 7, GR^LysMCre^: *n* = 8). **F** After cull, fasted insulin levels were analyzed in serum by ELISA (GR^flox^: *n* = 5, GR^LysMCre^: *n* = 9, *N* describes individual mice). **G** Mice were fasted for 4 h, and given 0.5 µ i.U./g insulin i.p.; blood glucose levels were traced for 120 min. The area above the curve, right (*n* = 7–8). Data show mean ± SEM. Statistical analysis via two-tailed Student’s *t*-test (**B**, **C**, **D**, **E** AUC, **G**, **G** AUC) or two-way ANOVA with repeated measures using a Bonferroni post-hoc test (**D**, **F**), Wilcoxon rank-sum test (**A**). Exact *p* values **B** *Adipoq*: 0.0500, *Glut4*: 0.0101, **C** 0.0376, **D** Chow vs HFD GR^flox^: 0.0003, Chow vs HFD GR^LysMCre^: <0.0001, **E** 30 min: 0.0032, 60 min: 0.0057, AUC: 0.0222, **G** 30 min: 0.0022, 60 min: 0.0040, iAUC: 0.0052.

To test the effect of GR activation in macrophages on adipocyte function, we performed co-cultures of adipocytes differentiated from a stromal vascular fraction (SVF), and bone marrow-derived macrophages (BMDMs) of C57BL/6J mice (Fig. 1B). The BMDMs were pretreated with either LPS (100 ng/ml), to induce pro-inflammatory polarization, or LPS + dexamethasone (dex) (100 nM), a synthetic GC, for 24 h. After washout, BMDMs were then co-cultured with adipocytes for a further 24 h, and adipocytes and BMDMs were subsequently separated by MACS to determine gene expression in adipocytes (Supplementary Fig. S1C). The presence of LPS-treated macrophages decreased *Glut4* and *Adipoq* mRNA levels, genes linked to insulin sensitivity, in adipocytes in comparison to adipocytes co-cultured with vehicle or LPS + dex treated BMDMs, while there was no effect on *Insr* expression. These data suggest that GC action in macrophages is capable of combating the insulin-desensitizing gene expression patterns of activated macrophages on adipocytes. All relevant factors, including *Nr3c1*, *Tlr4*, and corresponding downstream targets of the insulin pathway, are expressed in various subpopulations of mature adipocytes as well as ATMs from obese mice (GSE160729^21^) or BMDMs (GSE167382^32^) (Supplementary Fig. S1D–F).

To analyze the role of GR in macrophages in obesity-induced insulin resistance, we placed wild-type (GR^flox^) mice and mice with a reduced GR expression in the monocyte/myeloid lineage, including BMDMs, ATM, and Kupffer cells (Supplementary Fig. S1G), *Nr3c1*^*tmGsc*^*; Lyz2*^*tm19(cre)ifo*^ (hereby referred to as GR^LysMCre^), on a high-fat diet (HFD) or chow diet. Fasting blood glucose was unaffected by genotype on a chow diet (Fig. 1C, left); however, obese GR^LysMCre^ had elevated fasting blood glucose levels compared to WT control mice (Fig. 1C, right). Glucocorticoid levels measured by mass spectrometry were increased during obesity, but unchanged between genotypes (Fig. 1D). To further assess glucose metabolism, we performed an intraperitoneal glucose tolerance test (GTT). Strikingly, obese GR^LysMCre^ mice displayed a delayed clearance of glucose (Fig. 1E), despite gaining similar amounts of weight at comparable food intake on HFD (Supplementary Fig. S1H, I). There was, however, no difference in glucose tolerance between genotypes in lean mice (Supplementary Fig. S1J). Interestingly, dysregulated glycemic control in obese GR^LysMCre^ mice was neither due to changes in serum insulin concentration (Fig. 1F) nor differences in pancreatic islet size (Supplementary Fig. S1K), suggesting a decreased insulin sensitivity in peripheral tissues. To test the direct response to insulin in these mice, we performed an intraperitoneal insulin tolerance test (ITT) and muscle tissue AKT phosphorylation. Here, obese GR^LysMCre^ mice showed severe insulin resistance in comparison to GR^flox^ mice shown by insulin tolerance test (Fig. 1G) and a decrease in muscle tissue AKT phosphorylation upon insulin injection (Supplementary Fig. S1L), while insulin response in lean mice was indistinguishable between genotypes (Supplementary Fig. S1M). Taken together, these data suggest that GR activity in macrophages prevents progression toward severe insulin resistance during the course of obesity.

### Macrophage glucocorticoid receptor regulates adipose tissue inflammation during obesity

With GR in macrophages being predicted as a major regulator of obesity-associated gene signatures on the one side and having established its macrophage-mediated insulin-sensitizing action during obesity, we wanted to determine the transcriptional effects of GR ablation in ATMs of obese mice. ATMs from eWAT of obese GR^flox^ and GR^LysMCre^ mice were purified by MACS and analyzed by RNA-seq (Fig. 2A). 

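RNA from the ATMs of 2 GR flox and 2 GR LysMCre obese mice was sequenced. The diet is given as 39 weeks of HFD in the RNA-seq methods and as 29 weeks in the animal methods. The authors aligned the reads to GRCm38 with STAR and deposited the tags that HOMER counted on each gene, without normalization and in steps of 0.5 tags. The GR flox libraries hold 11007394 and 17300232 tags and the GR LysMCre libraries 12197478 and 12197596. For the comparison, tags were rounded and scaled with edgeR's TMM factors. They were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 13908 genes kept by edgeR's expression filter. No gene reached the adjusted p-value of 0.01 that Fig. 2A uses (0 higher and 0 lower in GR LysMCre). The smallest adjusted p in edgeR's quasi-likelihood test was 0.0363, with 2 residual degrees of freedom. At an unadjusted p under 0.05 there were 5595 genes, 2992 of them lower in GR LysMCre. With an adjusted threshold of 0.05 the counts were 1092 higher and 1512 lower. Of these, 1092 and 1365 are also called at 0.01 in the comparison deposited by the authors, who used DESeq2. The alternative with the largest effect was DESeq2 on doubled tags with all genes listed, chosen after the data were seen. It gave 1644 higher and 1536 lower at 0.01, the counts in the authors' deposited table. The log2 fold changes of edgeR and of the authors correlated by 0.9989. In simulated data with the spread of this design, edgeR recovered 14 of 200 changed genes at 0.01 with 12 false calls. DESeq2 recovered 141 of them with 28 false calls. The deleted gene itself, *Nr3c1* (RefSeq NM_008173, chromosome 18, 39410545 to 39487245), had 152 ± 53.9 CPM (mean ± SD, n = 2) in GR flox and 34.5 ± 34.5 in GR LysMCre ATMs. The GR LysMCre mice differed, with 10.1 and 58.9 CPM. Its log2 fold change was -2.14 (SE 0.82, adjusted p = 0.117 in edgeR's quasi-likelihood test). It ranged from -3.81 to -1.36 when 1 mouse at a time was left out.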

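The share of higher and lower genes in GR LysMCre ATMs depended on how the libraries were scaled. Of the genes past an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 58.1% were lower in GR LysMCre with TMM factors. Scaling to total counts moved the median log2 fold change of all genes from -0.06 to -0.44 and left 219 genes higher and 2455 lower. The difference between genotypes also followed transcript length. The median log2 fold change was 0.58 in the first of 5 equal bins, with the shortest transcripts. It was 0.25, -0.01, -0.30 and -0.78 in the bins of increasing length. With this trend taken out of each library, a step chosen after the data were seen, 1661 genes were higher and 1169 lower at 0.05. Gene ontology terms were not used here, so the genes were counted but their terms were not tested.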

Gene ontology analysis highlighted that genes with an increased expression upon GR deletion were enriched for metabolic and immune system processes (Fig. 2B). Due to the role of GR in immunomodulation, we hypothesized that macrophage polarization may be affected upon loss of GR. Using a macrophage polarization index^33^, we compared the gene signatures of GR^flox^ and GR^LysMCre^ ATMs to pro-inflammatory (CD11c^+^;CD206^−^) and anti-inflammatory (CD11c^−^;CD206^+^) ATMs (GSE112396)^33^ of obese mice (Fig. 2C) and found GR-deficient macrophages to express pro-inflammatory polarization as defined by the index, while GR^flox^ cells were more akin to anti-inflammatory macrophages. Genes with elevated expression in GR^LysMCre^ ATMs were enriched for genes with high expression in pro-inflammatory ATMs and vice versa, an enrichment for genes with high expression in anti-inflammatory ATMs among the genes that are suppressed in GR^LysMCre^ ATMs (Fig. 2D, Supplementary Fig. S2A). We revisited the published ATM datasets that suggested GR as a major contributor to changes in gene expression changes upon obesity. Here genes upregulated in GR^LysMCre^ ATMs were enriched for obesity-induced genes, while those with decreased expression in GR^LysMCre^ ATMs were enriched for obesity-repressed genes (Supplementary Fig. S2B, left). And interestingly, the magnitude of GR-dependent regulation in GR^LysMCre^ ATMs increased for those genes that show similar expression patterns across multiple studies (Supplementary Fig. S2B, right). These observations indicate that GR loss enhances the obesity-induced response in ATMs, which is a general increase in pro-inflammatory and decrease in anti-inflammatory gene signatures, the latter highlighted by the fact that genes linked to anti-inflammatory macrophage action such as *Cd163*, *Socs3*, *Mrc1*, and *Klf4*, among others, clearly displayed reduced expression in GR-deficient ATMs (Fig. 2E). 

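In the same 4 libraries each of these genes was lower in GR LysMCre than in GR flox ATMs, and none reached an adjusted p-value of 0.01 in edgeR's quasi-likelihood test. *Cd163* (NM_001170395, chromosome 6, 124304651 to 124330527) had 38.0 ± 1.54 CPM in GR flox and 18.1 ± 10.3 in GR LysMCre ATMs (mean ± SD, n = 2). Its log2 fold change was -1.07 (SE 0.42, edgeR adjusted p = 0.124). *Socs3* (NM_007707, chromosome 11, 117966087 to 117969366) went from 392 ± 76.0 to 142 ± 46.3 CPM, or -1.46 (SE 0.31, edgeR adjusted p = 0.0413). *Klf4* (NM_010637, chromosome 4, 55527137 to 55532475) went from 417 ± 71.8 to 43.4 ± 11.7 CPM, or -3.26 (SE 0.30, edgeR adjusted p = 0.0363). *Mrc1* (NM_008625, chromosome 2, 14229414 to 14332023) went from 739 ± 68.5 to 511 ± 114 CPM, or -0.53 (SE 0.23, edgeR adjusted p = 0.153). For all 4 genes both GR LysMCre mice lay below both GR flox mice. With 1 mouse left out at a time the log2 fold changes stayed between -1.71 and -0.58 for *Cd163*, -1.83 and -1.06 for *Socs3*, -0.67 and -0.31 for *Mrc1*, and -3.56 and -2.90 for *Klf4*. DESeq2's Wald test put *Socs3* (2.56e-04) and *Klf4* (1.07e-22) past 0.01 but not *Cd163* (0.0576) or *Mrc1* (0.124). With the trend on transcript length taken out, *Mrc1* changed direction to 0.08. *Klf4* and *Socs3* are also early response genes, and 15 of 16 other early response genes were lower in GR LysMCre. Among the 28 genes named by the paper that could be tested, 20 were lower and 8 higher. Over all genes 12 of the 28 were past an adjusted p of 0.05, and 20 were at an unadjusted p under 0.05 in edgeR's test. The paper took the polarization genes marked in Fig. 2E, *Cd163*, *Socs3*, *Mrc1* and *Klf4* among them, from genes decreased in the same libraries. Their lower expression here follows from that choice. The lower genes also included the pro-inflammatory *Tnf*, *Il1b*, *Ccl2* and *Clec7a* and the lipase gene *Mgll*. The counts over the 28 genes are therefore no separate evidence of reduced anti-inflammatory expression. The paper proposes that loss of GR enhances the response of ATMs to obesity. It bases this on comparisons with published ATM data, which were not analysed here, and on the reduced anti-inflammatory genes of Fig. 2E.

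**Figure D1:**
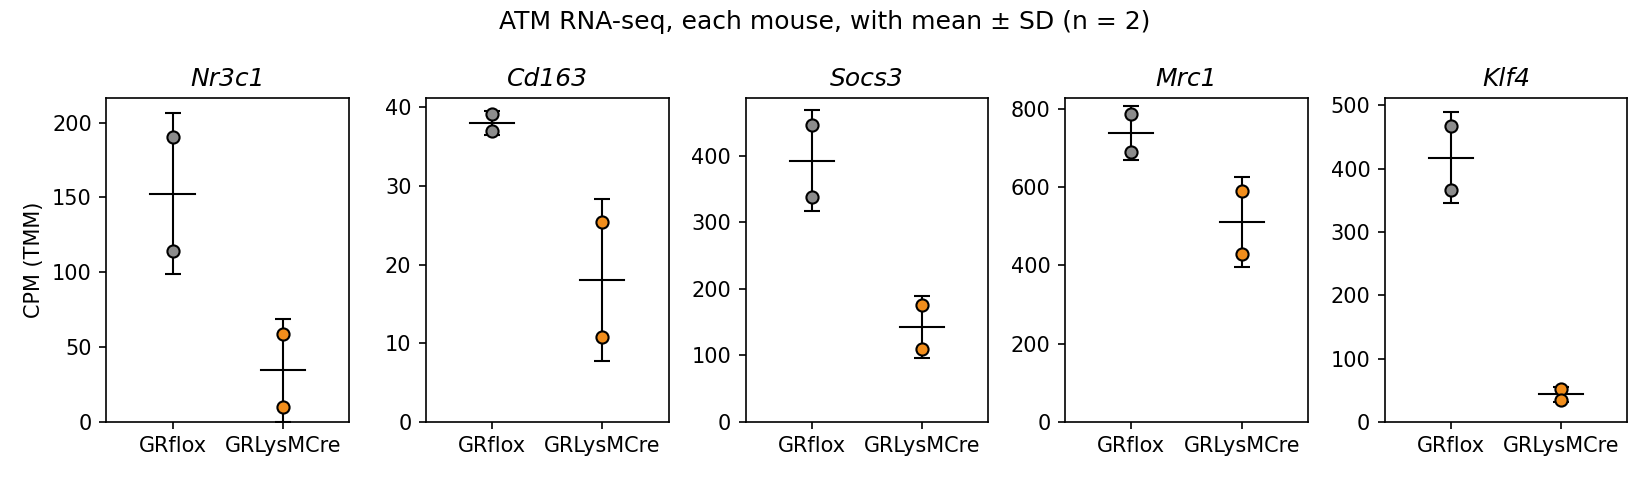
Expression of *Nr3c1*, *Cd163*, *Socs3*, *Mrc1* and *Klf4* in ATMs of 2 GR flox and 2 GR LysMCre obese mice (CPM with TMM factors). Points are mice; lines and bars are mean ± SD (n = 2).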

We therefore suggest an important role of GR in the polarization of ATMs during obesity in vivo. Accordingly, multiplex assay showed that SVF isolated from eWAT of obese GR^LysMCre^ mice secreted higher levels of pro-inflammatory cytokines (Fig. 2F), a cardinal function of pro-inflammatory macrophages. Of note, IL-10 (Fig. 2F), which usually acts as an anti-inflammatory cytokine, was upregulated as well but obviously was not sufficient at this stage to reduce the inflammatory activation of macrophages.

**Fig. 2:**
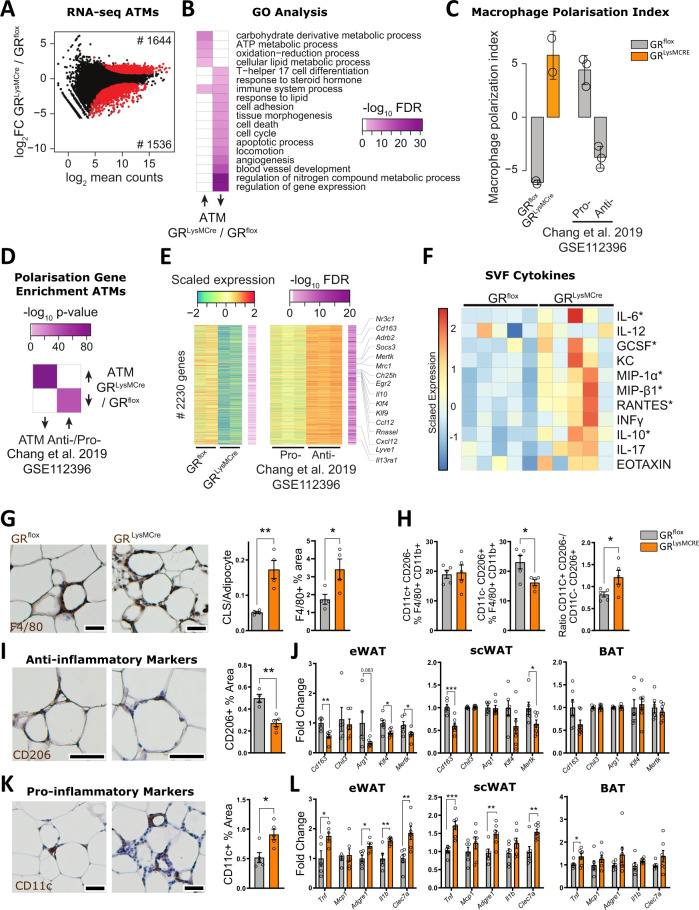
GR in macrophages protects against adipose tissue inflammation. **A** MA plot of RNA-seq data from eWAT-derived ATMs of obese GR^flox^ and GR^LysMCre^ mice (*n* = 2). Red dots show differentially expressed genes (*padj* <0.01). **B** Heatmap showing gene ontology enrichment of genes with higher (left) and lower (right) expression in ATMs from GR^LysMCre^ compared to GR^flox^ mice from data shown in (**A**). **C** Macrophage polarization index based on RNA-seq counts from GR^flox^ and GR^LysMCre^ ATMs shown in (**A**) and pro- and anti-inflammatory ATMs from eWAT of obese mice (*n* = 2–3). **D** Heatmap depicting enrichment of up- and downregulated genes between GR^LysMCre^ vs. GR^flox^ ATMs shown in (**A**) and anti- vs. pro-inflammatory ATMs^33^ using a one-sided hypergeometric test. **E** Heatmap of 2230 genes with decreased comparing GR^LysMCre^ vs. GR^flox^ ATMs from the analysis shown in (**A**) and increased expression pattern comparing anti- vs. pro-inflammatory ATMs^33^. Macrophage polarization genes are highlighted. **F** SVF isolated from eWAT of obese GR^flox^ and GR^LysMCre^ mice was cultured overnight, and the supernatant was analyzed by multiplex or ELISA (INFy) (*n* = 5). **G** eWAT was stained for F4/80 by IHC, and quantified (right). Crown-like structures (CLS) were quantified (left) (*n* = 4, *N* describes individual mice). **H** SVF isolated from eWAT was analyzed by FACS for a fraction of pro-inflammatory (CD11c^+^;CD206^−^) and anti-inflammatory (CD11c^−^;CD206^+^) cells per F4/80 +/CD11b+ macrophages and their ratio (*n* = 5, *N* describes individual mice). **I** eWAT was stained for CD206 by IHC, and quantified (GR^flox^ *n* = 4, GRLysMCre *n* = 5, *N* describes individual mice). **J** mRNA expression of anti-inflammatory marker genes of eWAT, scWAT, and BAT was assessed by RT-qPCR (*n* = 5–6 eWAT, 6–7 scWAT and BAT, *N* describes individual mice). **K** eWAT was stained for CD11c by IHC and quantified (*n* = 5, *N* describes individual mice). **L** eWAT, scWAT, and BAT gene expression for inflammatory markers were analyzed by RT-qPCR (eWat GR^flox^: *Tnf* *n* = 5, *Mcp1* *n* = 6, *Adgre1* *n* = 6, *Il1b* *n* = 5, *Clec7a* *n* = 6; GR^LysMCre^: *Tnf* *n* = 6, *Mcp1* *n* = 6, *Adgre1* *n* = 6, *Il1b* *n* = 6, *Clec7a* *n* = 6. scWat GR^flox^: *Tnf* *n* = 6, *Mcp1* *n* = 6, *Adgre1* *n* = 6, *Il1b* *n* = 6, *Clec7a* *n* = 6; GR^LysMCre^: *Tnf* *n* = 6, *Mcp1* *n* = 6, *Adgre1* *n* = 6, *Il1b* *n* = 6, *Clec7a* *n* = 6. Bat GR^flox^: *Tnf* *n* = 5, *Mcp1* *n* = 6, *Adgre1* *n* = 6, *Il1b* *n* = 5, *Clec7a* *n* = 6; GR^LysMCre^: *Tnf* *n* = 6, *Mcp1* *n* = 6, *Adgre1* *n* = 5, *Il1b* *n* = 6, *Clec7a* *n* = 6, *N* describes individual mice). Data show mean ± SEM. Statistical analysis via two-tailed Student’s *t*-test and Deseq with Benjamini–Hochberg correction *padj* <0.01 (**A**); *p* < 0.05*, *p* < 0.01**, *p* < 0.001***, *p* < 0.0001****. Images were obtained at ×10 original magnification. Exact *p* values: **G** CLS: 0.0033, F4/80 Area: 0.0396, **H** 0.0235, **I** 0.0019, **J** eWat: *Cd163*: 0.0023, *Arg1*: 0.0830, *Klf4*: 0.0143, *Mertk*: 0.0406, scWat: *Cd163*: 0.0007, *Mertk*: 0.0493, **K** 0.0130, **L** eWat: *Tnf*: 0.0217, *Adgre1*: 0.0101, *Il1b*: 0.0046, *Clec7a*: 0.0079, scWat: *Tnf*: 0.0004, *Adgre1*: 0.0061, Clec7a: 0.0054, BAT: *Tnf*: 0.0410. Scale bar: 100 µm in (**G**, **I**, **K**).

Consistent with the role of GR as an immunomodulator, GR deficiency in macrophages led to an increase in crown-like structures (CLS) and relative F4/80-stained area in eWAT of obese mice compared to GR^flox^ controls, shown by IHC (Fig. 2G). FACS analysis of the stromal vascular fraction indicated that loss of GR in ATMs leads to a significant reduction in anti-inflammatory CD11c^−^;CD206^+^ cells (Fig. 2H, middle, gating strategy Supplementary Fig. S2C), in line with the differences in the macrophage polarization index from the RNA-seq data. However, there was no difference in the percentage of pro-inflammatory CD11c^+^;CD206^−^ cells (Fig. 2H, left). These data underline that GR ablation has an impact on the ratio of pro- and anti-inflammatory ATMs during the course of obesity (Fig. 2H, right). In line with FACS analysis, we identified more CD206^+^ stained areas in the eWAT of GR^flox^ mice, when analyzed by IHC (Fig. 2I). To test whether GR ablation in macrophages affects the polarization of ATMs across other adipose depots, we screened eWAT, scWAT, and BAT of obese mice for expression of the anti-inflammatory marker genes *Cd163*, *Chil3*, *Arg1*, *Klf4*, and *Mertk* by real-time PCR (Fig. 2J) in comparison to the ATM RNA-seq (Supplementary Fig. S2D). 

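The 5 marker genes did not move in the same direction in GR LysMCre ATMs. *Mertk* (NM_008587, chromosome 2, 128698915 to 128803007) was lower, with 65.4 ± 39.0 CPM in GR flox and 28.8 ± 13.8 in GR LysMCre (mean ± SD, n = 2). Its log2 fold change was -1.19 (SE 0.54, edgeR adjusted p = 0.168). With 1 mouse left out at a time it ranged from -1.69 to -0.40. The mice overlapped, with 37.9 CPM in 1 GR flox and 38.5 CPM in 1 GR LysMCre mouse. *Arg1* (NM_007482, chromosome 10, 24915207 to 24927470) was higher, from 9.32 ± 2.68 to 29.2 ± 4.27 CPM. Its log2 fold change of 1.64 (SE 0.30, edgeR adjusted p = 0.0380) stayed between 1.38 and 1.97 with 1 mouse left out at a time. *Chil3* (NM_009892, chromosome 3, 106147554 to 106167564) was also higher, by 2.93 (SE 0.73, edgeR adjusted p = 0.0494). It rests on few tags, with 4 and 6.5 in the GR flox and 15 and 38 in the GR LysMCre libraries.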

GR^LysMCre^ mice displayed a decreased anti-inflammatory phenotype that was most striking for eWAT, less prominent for scWAT, and absent in BAT. Different from the FACS analysis, IHC-based detection of the pro-inflammatory macrophage marker CD11c was elevated in eWAT of obese GR^LysMCre^ mice (Fig. 2K), which could be explained by increased macrophages in total (Fig. 2G). RT-qPCR analysis of the inflammatory genes *Tnf*, *Il1b*, *Mcp1*, *Clec7a*, and *Adgre1* showed a high to moderate increase in the inflammatory phenotype from eWAT and scWAT to BAT (Fig. 2L), mirroring the trend of anti-inflammatory gene expression. Of note, *Tnf* in the RNA-seq of ATM was not found to be upregulated in contrast to elevated mRNA levels in total eWAT, scWAT, and BAT tissue, suggesting that elevated Tnf mRNA levels in the fat tissue derives from other cells, likely adipocytes themselves. 

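*Tnf* (NM_001278601, chromosome 17, 35199367 to 35202007) fell from 256 ± 40.5 CPM in GR flox to 95.0 ± 67.4 CPM in GR LysMCre ATMs (mean ± SD, n = 2). Its log2 fold change was -1.43 (SE 0.53, edgeR adjusted p = 0.111). Leaving out 1 mouse at a time gave -2.43 to -0.74. Of the other pro-inflammatory genes named by the paper, *Il1b*, *Ccl2* and *Clec7a* were also lower. Only *Adgre1* was higher, and its direction changed with total counts (-0.092). A list of 16 early response genes was lower too, with a median log2 fold change of -1.31. Whether isolation of the cells also lowered these pro-inflammatory genes was not tested. The log2 fold change of *Il1b* (NM_008361, chromosome 2, 129364578 to 129371139) was -4.17 (SE 0.79, edgeR adjusted p = 0.0386). That of *Ccl2* (NM_011333, chromosome 11, 82035577 to 82037452) was -2.39 (SE 0.28, edgeR adjusted p = 0.0378). *Clec7a* (NR_132130, chromosome 6, 129461591 to 129472779) changed by -0.50 (SE 0.23, edgeR adjusted p = 0.166) and *Adgre1* (NM_010130, chromosome 17, 57358686 to 57483529) by 0.28 (SE 0.25, edgeR adjusted p = 0.441). The paper proposes that the *Tnf* mRNA of the tissue comes from cells other than ATMs.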

Importantly, there were neither detectable changes in the levels of adipose tissue B cells, T cells, or T cell polarization between the genotypes of obese mice (Supplementary Fig. S2E, gating strategy Supplementary Fig. S2C), nor differences in the numbers of pro- (CD11c^+^;CD206^−^) and anti-inflammatory (CD11c^−^;CD206^+^) ATMs of lean GR^flox^ and GR^LysMCre^ mice (Supplementary Fig. S2F). Taken together, these data show that obesity, especially in the visceral white adipose tissue, shapes a condition in which GC signaling in macrophages affects ATM polarization and could feasibly modulate adipose tissue function and whole-body insulin sensitivity.

### Glucocorticoid signaling in ATMs suppresses visceral adipose tissue lipolysis

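Among genes of lipid metabolism, *Pnpla2* (NM_001163689, chromosome 7, 141455188 to 141460743) had 107.5 ± 10.4 CPM in GR flox and 198 ± 22.8 in GR LysMCre ATMs (mean ± SD, n = 2). This is a log2 fold change of 0.88 (SE 0.21, edgeR adjusted p = 0.0465). *Lipe* (NM_010719, chromosome 7, 25379527 to 25395987) rose from 23.7 ± 4.78 to 41.1 ± 4.87 CPM, or 0.80 (SE 0.24, edgeR adjusted p = 0.0723). With total counts the log2 fold changes were 0.50 for *Pnpla2* and 0.40 for *Lipe* (edgeR adjusted p = 0.122 and 0.284). That scaling moved the median log2 fold change of all ATM genes from -0.06 to -0.44. For *Mgll* (NM_001166251, chromosome 6, 88724704 to 88828360) and *Abhd5* (NM_026179, chromosome 9, 122351616 to 122381523) the log2 fold changes of -0.05 (SE 0.37) and 0.02 (SE 0.23) were smaller than the spread between mice. Their direction changed between settings. Marker genes of adipocytes were present in every ATM library, with summed CPM of 6254 and 7048 in GR flox and 7006 and 5709 in GR LysMCre. The median log2 fold change of these markers was 0.55 (percentile 98.08 of random lists of like expression). A share of adipocyte RNA in *Pnpla2* and *Lipe* was not tested and cannot be ruled out.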

Gene ontology analysis from the ATM RNA-seq data highlighted lipid metabolism pathways among the genes that were differentially expressed in GR-deficient ATMs of obese mice (Fig. 3A). Oxidative phosphorylation and lipid metabolism are utilized by ATMs found at CLSs^10,11,34^ due to their abnormal exposure to lipids. Therefore, we assessed whether lipolysis and, thus, increased exposure to free fatty acids, may be driving the metabolic gene signature found in GR-deficient ATMs. Assessment of adipocyte size indicated an increased number of smaller adipocytes and a trend to a reduced number of larger adipocytes in obese GR^LysMCre^ mice (Fig.3B), potentially indicating increased lipolysis. Adipocyte size was independent of collagen accumulation, a known mediator of insulin resistance^35^ (Supplementary Fig. S3A), but it was linked to an overall size reduction of visceral adipose tissue in obese GR^LysMCre^ mice as confirmed µCT analysis (Fig. 3C). Lipase enzymatic activity was increased in eWAT (Fig. 3D), as was the product of lipolysis, non-esterified fatty acids (NEFA), in the serum of obese macrophage GR-deficient mice (Fig. 3E). An RT-qPCR panel of lipases indicated a significant increase in *Pnpla2* and *Abdh5* in eWAT of GR^LysMCre^ mice, but not in the scWAT. There was also an increase in *Lipe* and *Mgll* in the BAT of the mutant mice (Fig. 3F). Thus, at least in eWAT and BAT, we found increased lipase expression. To trigger lipolysis independent of HFD, we used LPS as an alternative model^36^, and strikingly, expression of *Pnpla2* and *Abdh5* as well as *Mgll* significantly increased in eWAT of mice with GR-deficient macrophages (Supplementary Fig. S3B). On the contrary, exposure to 4 °C for 12 h masked the difference in WAT lipase gene expression between obese GR^flox^ and GR^LysMCre^ mice (Supplementary Fig. S3C), likely due to overall elevated lipolysis. The difference in the inflammatory state of adipose tissue between obese GR^flox^ and GR^LysMCre^ mice was also observed under endotoxin shock in lean and cold acclimatization of obese mice (Supplementary Fig. S3D, E).

**Fig. 3:**
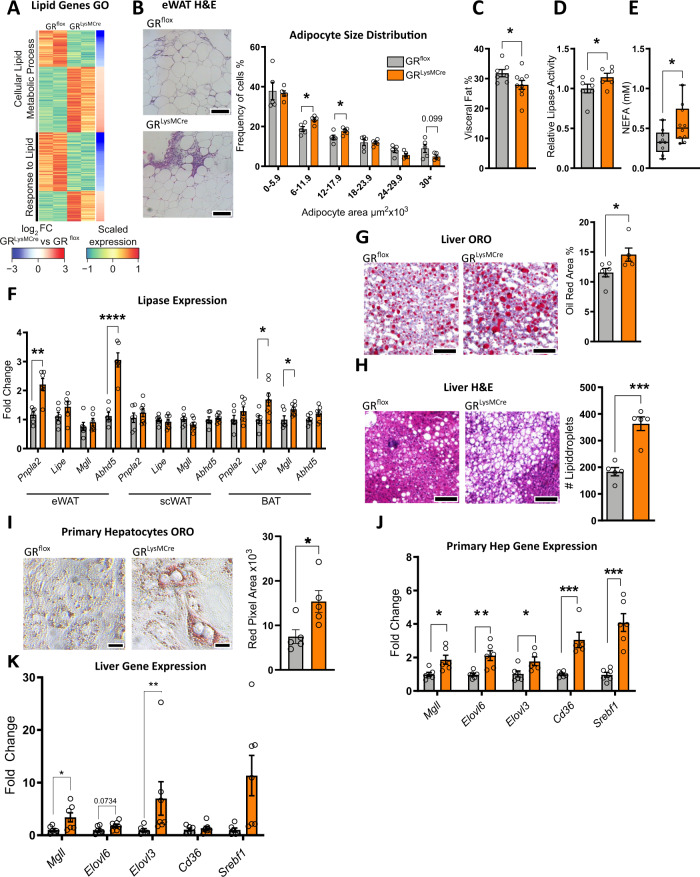
Macrophage GR regulates adipose tissue lipolysis to restrict hepatic steatosis. **A** Heatmap depicting genes differentially expressed between GR^flox^ and GR^LysMCre^ ATMs belonging to the GO terms Cellular Lipid Metabolic Process and Response to Lipid. **B** eWAT was stained via H&E and adipocyte cell area was quantified (*n* = 5, *N* describes individual mice). **C** Visceral fat percentage was quantified using in vivo µCT (*n* = 5, *N* describes individual mice). **D** eWAT lipase activity was measured using an enzymatic assay (GR^flox^ *n* = 7, GR^LysMCre^ *n* = 6, *N* describes individual mice). **E** Serum levels of NEFA measured by Wako NEFA assay (GR^flox^ *n* = 9, GR^LysMCre^ *n* = 10, *N* describes individual mice). **F** Expression of a panel of lipase genes was analyzed by qPCR in various adipose tissue depots (eWat GR^flox^: *Pnpla2* *n* = 6, *Lipe* *n* = 6, *Mgll* *n* = 6, *Abhd5* *n* = 6, GR^LysMCre^: *Pnpla2* *n* = 5, *Lipe* *n* = 5, *Mgll* *n* = 5, *Abhd5* *n* = 5. scWat GR^flox^: *Pnpla2* *n* = 6, *Lipe* *n* = 6, *Mgll* *n* = 6, *Abhd5* *n* = 6, GR^LysMCre^: *Pnpla2* *n* = 6, *Lipe* *n* = 6, *Mgll* *n* = 6, *Abhd5* *n* = 6. Bat GR^flox^: *Pnpla2* *n* = 6, *Lipe* *n* = 6, *Mgll* *n* = 6, *Abhd5* *n* = 6, GR^LysMCre^: *Pnpla2* *n* = 6, *Lipe* *n* = 6, *Mgll* *n* = 6, *Abhd5* *n* = 6, *N* describes individual mice). The liver of obese GR^LysMCre^ and GR^flox^ mice were analyzed by **G** oil red o and (GR^flox^ *n* = 6, GR^LysMCre^ *n* = 5, *N* describes individual mice). **H** H&E, and quantified (GR^flox^ *n* = 5, GR^LysMCre^ *n* = 5, *N* describes individual mice). Primary hepatocytes were treated with conditioned media from BMDM-adipocyte co-cultures for 24 h and **I** lipid accumulation was analyzed by oil red o staining (*n* = 5, *N* describes hepatocytes isolated from individual mice), or **J** gene expression was analyzed by RT-qPCR (*n* = 6, *N* describes hepatocytes isolated from individual mice). **K** Gene expression of key genes for lipid metabolism from liver RNA isolated from obese GR^flox^ and GR^LysMCre^ mice (GR^flox^: *Mgll* *n* = 6, *Elovl6* *n* = 6, *Elovl3* *n* = 6, *Cd36* *n* = 6, *Srebf1* *n* = 6, GR^LysMCre^: *Mgll* *n* = 6, *Elovl6* *n* = 6, *Elovl3* *n* = 5, *Cd36* *n* = 5, *Srebf1* *n* = 6). Data show mean ± SEM. Boxplots show median, IQR, and min/max values. Statistical analysis via two-tailed (**B**, **E**, **F**, **G**, **H**, **I**, **J**), or one-tailed (**C**, **D**) Student’s *t*-test. Images were obtained at ×10 original magnification. Exact *p* values: **B** 0.0151, 0.0483, 0.0998, **C** 0.0358, **D** 0.0400, **E** 0.0315, **F** eWat: *Pnpla2*: 0.0011, *Abdh5*: <0.0001, Bat: *Lipe*: 0.0273, *Mgll*: 0.0328, **G** 0.0415. **H** 0.0003, **I** 0.0263, **J** *Mgll*: 0.0151, *Elovl6*: 0.0040*, Elovl3*: 0.0372, *Cd36*: 0.0009, *Srebf1*: 0.0002, **K** *Mgll*: 0.0350, *Elovl6*: 0.0734*, Elovl3*: 0.0047, *Srebf1*: 0.0082. Scale bar: 100 µm in (**B**), (**G**), (**H**); 25 µm in (**I**).

Increased adipose tissue lipolysis and the resulting non-esterified fatty acids (NEFA) would suggest elevated lipid accumulation in the liver and thus severe hepatic steatosis^37,38^. Consistent with this, livers from obese GR^LysMCre^ mice had more oil red O stained area (Fig. 3G), and increased lipid droplets when assessed by H&E staining (Fig. 3H). The effect on liver lipid accumulation did, at least to this stage, not result in a severe difference in liver damage as assessed by serum ALT/AST (Supplementary Fig. S3F).

To study the effects in more detail, we established an in vitro co-culture model of adipose tissue inflammation. First, this system was able to recapitulate the reduced insulin-stimulated glucose uptake in 3T3L1 adipocytes co-cultured with GR-deficient (GR^del^) fetal liver-derived macrophages (FLDMs) compared to co-cultures with WT FLDMs (Supplementary Fig. S4A). Moreover, co-cultures using GR-deficient BMDMs were more likely to make contact with TNF-stimulated adipocytes mirroring the overall increase in CLSs numbers seen in vivo (Supplementary Fig. S4B). RT-qPCR analysis of adipocytes separated by MACS after co-culture (Supplementary Fig. S4C) showed an increase in *Tnf* and *Pnpla2*, a decrease in *Glut4*, and no effect on *Insr* and *Adipoq* expression (Supplementary Fig. S4D). On the other hand, GR-deficient BMDMs within these co-cultures had reduced expression of anti-inflammatory markers *Cd163*, *Klf4*, and *Cd206* and a trend toward reduced *Mertk* (Supplementary Fig. S4D). Furthermore, in addition to gene expression, we tested the AKT phosphorylation in both the adipocytes and BMDMs from these co-cultures and found strong resistance to insulin-induced AKT phosphorylation upon GR deletion in macrophages in both, macrophages and adipocytes (Supplementary Fig. S4D). These effects were dependent on the pretreatment of adipocytes with TNF (Supplementary Fig. S4E), suggesting that the differences in adipocyte function between WT and GR-deficient macrophages require an inflammatory environment. Thus, loss of GR in macrophages causes an insulin-resistant phenotype in macrophages and co-cultured adipocytes under inflammatory conditions. We extended this in vitro setup to mimic adipocyte-mediated GR-dependent macrophage action on hepatocytes, by transferring conditioned medium from co-cultures of adipocytes and BMDMs to hepatocytes, followed by an assessment of lipid accumulation (Supplementary Fig. S4F). Strikingly, conditioned medium from GR^LysMCre^ co-cultures increased lipid storage in primary hepatocytes when stained by oil red O (Fig. 3I). Accordingly, genes involved in lipid uptake and storage were increased in hepatocytes exposed to conditioned media of GR^LysMCre^ co-cultures compared to GR^flox^ ones (Fig. 3J) which we could even recapitulate in liver tissue of obese GR^LysMCre^ mice (Fig. 3K). The effect on hepatocytes was dependent on adipocyte pretreatment with TNFα, further confirming the need for a pre-existing inflammatory environment to uncover the macrophage GR-dependent and adipocyte-mediated effects on the lipid metabolism of hepatocytes (Supplementary Fig. S4G). Taken together, these data demonstrate that loss of GR in macrophages promotes visceral adipose tissue lipolysis, dependent on local inflammation, which in turn exacerbates obesity-induced fatty liver and might, in part, contribute to whole-body insulin resistance.

### GR loss exclusively in Kupffer cells does not cause elevated IR after HFD

The observation of increased steatosis in GR^LysMCre^ mice prompted us to investigate the role of GR in liver resident macrophages (Kupffer cells), known for their role during obesity and fatty acid metabolism. We employed a Kupffer cell-specific knockout mouse model for GR (GR^Clec4fCre^)^39^ and in comparison to the GR^LysMCre^ mice, GR^Clec4fCre^ mice on HFD did neither show any alterations in insulin or glucose tolerance (Fig. 4A, B), nor in body weight (Fig. 4C), nor changes in NEFA serum levels (Fig. 4D) and fatty acid deposition in the liver (Fig. 4E). However, we did observe an effect on fasting blood sugar, which was elevated in the obese GR^Clec4fCre^ mice (Fig. 4F), suggesting that the Kupffer cell GR can also influence systemic metabolism but not to the extent we determined for ATM GR. This observation strengthens the conclusion that the effects we observe in the liver of obese GR^LysMCre^ mice are not caused by a loss of GR in Kupffer cells, but instead due to diminished GR activity in ATMs of inflamed obese adipose tissue.

**Fig. 4:**
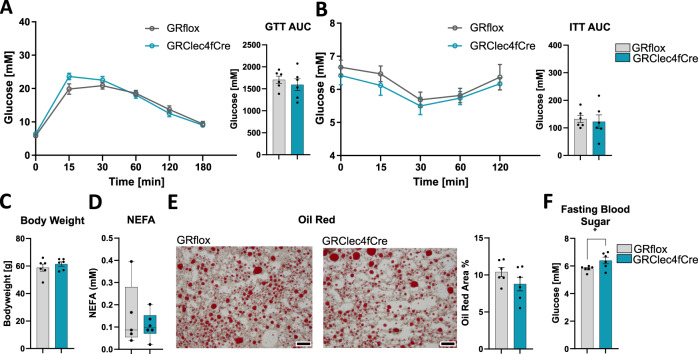
Selective elimination of GR in Kupffer cells does not increase IR, lipolysis, and steatosis after HFD. **A** Overnight fasted obese, 29 weeks of HFD, GR^flox^, and GR^Clec4fCre^ mice were given 2 mg/g glucose i.p., and blood glucose levels were traced for 180 min. The area under the curve, right (*n* = 6). **B** Obese GR^flox^ and GR^Clec4fCre^ mice were fasted for 4 h, and given 0.5 µ i.U./g insulin i.p., and blood glucose levels were traced for 120 min. The area above the curve, right (*n* = 6). **C** Body weight at the time of dissection from obese GR^flox^ and GR^Clec4fCre^ mice (*n* = 6). **D** Serum NEFA (*n* = 6). **E** Oil red o quantified from livers of obese GR^flox^ and GR^Clec4fCre^ mice (*n* = 6). **F** Fasting blood sugar (glucose) measured after overnight fast (*n* = 6). Data show mean ± SEM. Boxplots show median, IQR, and min/max values. Statistical analysis via two-tailed Student’s *t*-test (**A** AUC: 0.4889, **B** AUC: 0,7386, **C**, **D**, **E**, **F**) or two-way ANOVA with repeated measures using a Bonferroni post-hoc test (**A** 0.4229, **B** 0.5197). Exact *p* values **F** 0.0476. Scale bar: 200 µm in (**D**).

### GR and STAT6 synergistically regulate macrophage gene expression

To identify potential co-regulators of GR, we performed a SPEED2 Pathway Analysis^40^ on the differentially expressed genes between GR^LysMCre^ and GR^flox^ ATMs. We identified among the downregulated pathways VEGF, Insulin, MAPK, Hpyoxia, PPAR, TGF-beta, and H_2_O_2_ signaling. We focused, however, on those genes that are linked to JAK-STAT signaling among the genes repressed in GR^LysMCre^ ATMs (Supplementary Fig. S5A), because IL-4 signaling through STAT6 is a major regulator of anti-inflammatory macrophage polarization^41,42^. We therefore assessed public ChIP-seq datasets for GR and STAT6 binding in macrophage cultures and found a large overlap between GR and STAT6 binding sites from independent datasets (Supplementary Fig. S5B), i.e., GR binding in response to 45 min of dexamethasone stimulation^43^ and STAT6 binding in response to 30 or 60 min IL-4 exposure^44^. Interestingly, when subgrouping by GR and STAT6 binding patterns, we found a stronger association for GR with chromatin to those sites that can also be bound by STAT6, as well as for STAT6 to sites bound by GR (Supplementary Fig. S5C). This made us curious to test whether these two factors cooperate in macrophages to control gene programs important for macrophage polarization. First, we assessed the expression patterns of macrophage genes that are responsive to IL-4 directed polarization^45^ or STAT6 knockout^46^ in the RNA-seq data of GR^LysMCre^ and GR^flox^ ATMs (Supplementary Fig. S5D). Genes upregulated by IL-4 on the one side and genes downregulated in STAT6^KO^ on the other side showed lower expression levels in GR^LysMCre^ ATMs compared to those genes not responsive to IL-4 treatment or STAT6^KO^, respectively. These data suggest that loss of GR in macrophages partly mimics STAT6 knockout and opposes IL-4-dependent gene activation.

Therefore, we were encouraged to determine the extent to which GR and STAT6 cooperate in the transcriptional control of macrophage polarization. We treated WT and GR^del^ FLDMs with either vehicle, dex, IL-4, or a combination of IL-4 and dex for 24 h and assessed global gene expression by RNA-seq (Fig. 5A, Supplementary Fig. S5E). 

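FLDMs of each genotype were sequenced in 2 replicates per treatment. The 16 libraries hold 11679353 to 19063106 tags, counted per gene as for the ATMs. The doses were 100 nM dex and 20 ng/ml IL-4, and the methods and the sample labels give 2 h of treatment where the text gives 24 h. One model with a mean for each of the 8 groups was fitted with edgeR. Responses were called at an adjusted p-value of 0.01 over 13402 genes. In WT cells 1530 genes were higher and 1763 lower with dex, 733 and 721 with IL-4, and 2017 and 2148 with dex + IL-4. In GR del cells dex changed no gene (0 higher and 0 lower; 103 genes at an unadjusted p under 0.05). There IL-4 raised 595 and lowered 539, and dex + IL-4 raised 560 and lowered 522. Tested directly, the dex response differed between the genotypes in 1670 genes, the dex + IL-4 response in 1974, and the IL-4 response in 1. Of the alternatives, moving the threshold to 0.05 had the largest effect on the dex response and gave 2359 higher genes in WT. *Nr3c1* had 109.5 ± 21.8 CPM in vehicle-treated WT and 17.8 ± 0.910 in GR del cells (mean ± SD, n = 2). Its log2 fold change was -2.62 (edgeR adjusted p = 2.10e-05). *Fkbp5* (NM_010220, chromosome 17, 28398753 to 28486149) rose with dex from 17.1 ± 0.762 to 794.6 ± 46.4 CPM in WT, or 5.54 (SE 0.10, edgeR adjusted p = 5.87e-13). It went from 33.4 ± 2.91 to 27.2 ± 0.0884 CPM in GR del. *Tsc22d3* (NM_010286, chromosome X, 140539529 to 140548571), *Per1* (NM_011065, chromosome 11, 69098949 to 69109957) and *Dusp1* (NM_013642, chromosome 17, 26505591 to 26508472) rose in WT by 2.95, 1.91 and 2.58. They moved by 0.04, -0.16 and -0.10 in GR del cells. Libraries with *Xist* and at most 0.105 CPM of Y-linked genes are mixed within the groups with libraries of another kind. The other kind has Y-linked tags and at most 39.5 CPM of *Xist*. The former make up 1 of 2 replicates in WT vehicle, in WT IL-4 and in each GR del group, and none in WT dex and WT dex + IL-4.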

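In a principal component analysis of log2 CPM over the 13402 tested genes, component 1 held 48.3%, component 2 23.9% and component 3 9.93% of the variance. Component 1 placed WT cells at 79.2 with dex and 80.9 with dex + IL-4 against -1.98 with vehicle and -14.7 with IL-4 (means of 2 libraries). GR del cells lay between -37.3 and -34.8 under all 4 treatments. Along component 2 the IL-4 groups lay at 30.1 (WT) and 31.6 (GR del) and the dex + IL-4 groups at 41.8 and 29.6, against -40.3 and -28.4 with vehicle. Along component 3 the WT groups with vehicle (-36.5) and IL-4 (-25.5) lay apart from the other groups (4.41 to 17.3). The SD of the replicates on it was 12.95 to 29.0 in the GR del groups and 4.39 to 9.60 in the WT groups. With only the 500 most variable genes the shares were 50.4%, 31.3% and 7.51%.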

Unbiased projection within a PCA plot clearly separated the IL-4 and dex-induced gene signatures, the effect of combined treatment as well as their dependencies on GR (Supplementary Fig. S5F). Using the macrophage polarization index, dex treatment reduced pro-inflammatory polarization, while IL-4, and to a greater extent IL-4 + dex stimulation induced the anti-inflammatory transcriptional profile (Supplementary Fig. S5G). Gene ontology analysis on the genes differentially expressed in the individual treatment regimens further supports the hypothesis of GC and IL-4 signaling cooperatively inducing the anti-inflammatory phenotype by the enrichment of the “type-2 immune response” term among genes that are induced by the combinatorial treatment (dex + IL-4) in WT macrophages (Supplementary Fig. S5H). By comparing the expression patterns across all treatments, we determined four major patterns: genes regulated by dex only, IL-4 only, by dex and IL-4, and finally synergistically regulated by dex and IL-4, for both genes induced or repressed (Fig. 5A, C). 

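The paper does not give the rule behind the 4 patterns, so a rule was set before the data were examined. Dex only genes pass an adjusted p-value of 0.01 in WT with dex and not with IL-4, and IL-4 only genes the reverse. Genes of the dex + IL-4 class pass with each single treatment in the same direction. Synergy genes pass with the combination but with neither single treatment. Among induced genes the sizes were 1215 for dex only, 378 for IL-4 only, 171 for dex + IL-4 and 713 for synergy. Among repressed genes they were 1329, 327, 250 and 606. The patterns listed in the deposited table of the authors hold 1417, 712, 102 and 980 of the tested genes for induction. They share 1064, 294, 71 and 582 genes with the classes of the rule. Among genes with a mean of at least 10 CPM over the 4 libraries compared, those with the largest induction by dex were *Hif3a* (NM_001162950, chromosome 7, 17030993 to 17062427), *BC018473* (NR_003364, chromosome 11, 116752167 to 116757883) and *Ccr3* (NM_009914, chromosome 9, 124021971 to 124031689). They had 0, 0.0609 and 0.0686 CPM with vehicle and 55.5 ± 13.9, 39.9 ± 5.74 and 23.35 ± 7.38 with dex (mean ± SD, n = 2). The largest log2 decreases with dex were those of *Dio2* (NM_010050, chromosome 12, 90724552 to 90739037, -7.14), *Mgll* (NM_011844, chromosome 6, 88724412 to 88828360, -7.05) and *Gpr162* (NM_001355257, chromosome 6, 124858445 to 124863983, -5.32). With IL-4 the inductions were those of *Scn3a* (NM_001355166, chromosome 2, 65457118 to 65567492), *Msx3* (NM_001347609, chromosome 7, 140046157 to 140049088) and *Retnla* (NM_020509, chromosome 16, 48842552 to 48844461), from at most 1 tag with vehicle to 44.2 ± 31.1, 20.8 ± 8.81 and 68.4 ± 44.6 CPM. The decreases were those of *Cx3cr1* (NM_009987, chromosome 9, 120048683 to 120068296, -4.94), *Dkk2* (NM_020265, chromosome 3, 132085292 to 132180304, -3.82) and *Nfkbiz* (NM_001159394, chromosome 16, 55811377 to 55822138, -2.99). With the combination *Retnla* (7367 ± 229 CPM), *Scn3a* (586 ± 44.8 CPM) and *Cd163* rose most. The largest decreases were those of *Gpr162* (-6.56), *Dio2* (-6.20) and *Dkk2* (-5.85).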

The synergistic effect of dex+IL-4 is clearly shown when stratifying genes by induction and repression and assessing the effect of each treatment versus vehicle (Fig. 5C) as well as visualizing the fold changes of the combined treatment (dex + IL-4) with the expected outcome by adding the fold changes of the individual dex and IL-4 treatment (Supplementary Fig. S5I). 

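For the 713 synergy induced genes the median log2 fold change in WT was 0.27 with dex, 0.19 with IL-4 and 0.69 with the combination. In GR del cells the combination gave 0.16. The median departure from the sum of the single log2 fold changes was 0.27 for these genes, against -0.12 for dex only, -0.11 for IL-4 only and -0.34 for dex + IL-4 induced genes. Because membership rests on missing the threshold with the single treatments, the departure was also tested gene by gene, as the interaction of dex and IL-4 in WT with edgeR's quasi-likelihood test. It passed 0.01 in 136 genes above and 105 below additivity, 25 of them synergy induced, with 2051 genes at an unadjusted p under 0.05. In GR del cells no gene passed (0; 105 at an unadjusted p under 0.05). Defining synergy by this interaction left 84 induced and 51 repressed genes, which was the largest effect of any rule tried on the class. The paper bases the synergy on the fold changes of each treatment against vehicle (Fig. 5C) and on the combined against the added single fold changes (Supplementary Fig. S5I).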

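In WT FLDMs *Cd163* had 0 tags with vehicle, 10.7 ± 5.11 CPM with dex, 0.120 ± 0.0831 with IL-4 and 372.0 ± 81.3 with dex + IL-4 (mean ± SD, n = 2). The combination differed from dex with an adjusted p of 1.28e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GR del cells no library had more than 1 tag. *Arg1* had 0.521 ± 0.136, 0.853 ± 0.823, 479.8 ± 7.45 and 1365 ± 83.6 CPM in WT under the same treatments. It rose by 1.51 (log2) from IL-4 to the combination (edgeR adjusted p = 2.05e-05). In GR del cells IL-4 gave 439 ± 15.3 and the combination 406 ± 8.50 CPM. *Mrc1* had 218.6 ± 28.1, 2768 ± 169.9, 2029 ± 436 and 7069 ± 292 CPM in WT. The combination exceeded dex by 1.35 and IL-4 by 1.80 (edgeR adjusted p = 4.27e-06 and 2.16e-07). Its response to the combination was 2.01 larger in WT than in GR del (edgeR adjusted p = 4.15e-06). *Klf4* had 8.07 ± 0.425, 82.8 ± 14.6, 37.6 ± 2.69 and 209 ± 8.66 CPM in WT. There the combination exceeded dex by 1.34 and IL-4 by 2.48 (edgeR adjusted p = 1.37e-06 and 6.74e-09). The response to the combination was 3.14 larger in WT than in GR del (edgeR adjusted p = 1.02e-07). On the linear scale the rise with the combination was 34.5 times the sum of the single rises for *Cd163*, 2.84 for *Arg1*, 1.54 for *Mrc1* and 1.87 for *Klf4*. On the log2 scale the departure of *Cd163* from additivity could not be resolved (1.30, SE 4.55, edgeR adjusted p = 0.952), with 0 tags with vehicle and 2 and 1 with IL-4. That of *Arg1* was 0.76 (SE 0.64, edgeR adjusted p = 0.673). The combination of *Mrc1* lay below additivity by -1.86 (SE 0.18, edgeR adjusted p = 8.55e-05) and that of *Klf4* by -0.88 (SE 0.18, edgeR adjusted p = 0.0113). By the rule for the patterns *Mrc1* and *Klf4* fall into dex + IL-4, *Cd163* into dex only and *Arg1* into IL-4 only. The rule keeps any gene that passes with a single treatment out of synergy, whatever the combination adds. In the authors' deposited table *Cd163*, *Mrc1* and *Klf4* are listed as synergistic and *Arg1* under IL-4.

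**Figure D2:**
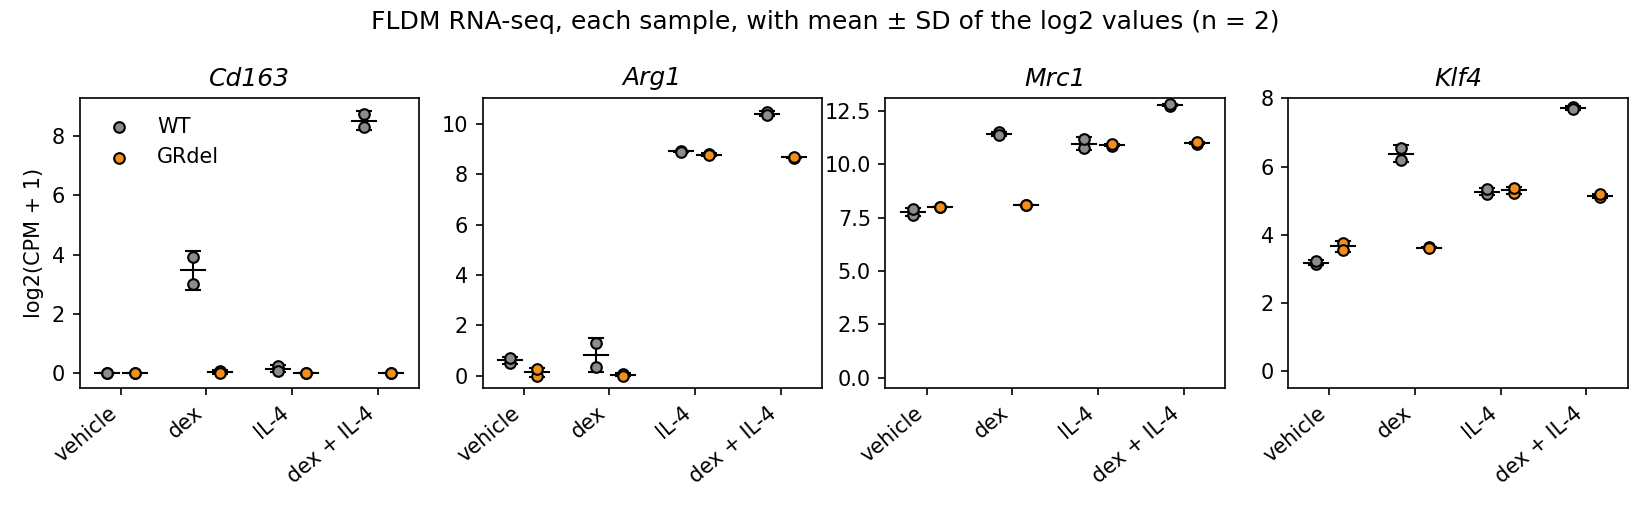
Expression of *Cd163*, *Arg1*, *Mrc1* and *Klf4* in WT and GR del FLDMs under 4 treatments, as log2 of CPM plus 1. Points are libraries; lines and bars are mean ± SD of the log2 values (n = 2).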

We further confirmed the additive and synergistic effects observed from the RNA-seq data by qPCR on *Cd163*, *Arg1*, *Mrc1*, and *Klf4*, all well known for their anti-inflammatory action in macrophages (Supplementary Fig. S6D). Interestingly, genes downregulated in GR^LysMCre^ ATMs (Fig. 2A) were enriched for genes that are synergistically induced by dex + IL-4 as well as for genes that are activated by dex only (Fig. 5B), indicating that GR deletion in ATMs strongly impairs IL-4 independent as well as dependent GC-regulated genes. 

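The lists of genes changed in GR LysMCre ATMs were compared with the 8 FLDM classes over the 12498 genes tested in both. Fisher's exact test for overrepresentation only was used, with Benjamini-Hochberg adjustment over 16 tests. Since edgeR called no ATM gene at 0.01, 0 of the 16 tests passed. With the ATM genes and the FLDM classes both called at 0.05, 4 of the 16 tests passed. Dex only induced genes were overrepresented among those lower in GR LysMCre (odds ratio 1.22, adjusted Fisher's exact p = 0.0340). So were IL-4 only repressed genes (odds ratio 1.46, adjusted Fisher's exact p = 0.0277). Dex only repressed genes were overrepresented among those higher in GR LysMCre (odds ratio 1.46, adjusted Fisher's exact p = 1.4e-04). So were IL-4 only induced genes (odds ratio 1.43, adjusted Fisher's exact p = 0.0340). Among the lower genes, synergy induced genes had an odds ratio of 1.14 (adjusted Fisher's exact p = 0.245). The alternatives that moved this family most were DESeq2 and, chosen after the data were seen, DESeq2 on doubled tags, with 6 tests past the threshold each. With DESeq2 the odds ratio was 1.56 for dex only induced and 1.07 for synergy induced genes. Without any threshold on the ATM genes, the median log2 fold change in ATMs was -0.17 for dex only induced genes (percentile 0 of 10000 random gene lists of like expression) and -0.05 for synergy induced genes (percentile 1.80). With the comparison and the patterns deposited by the authors the odds ratio of synergy induced genes was 1.28 (adjusted Fisher's exact p = 0.0282). That of dex only induced genes was 1.41 there (adjusted Fisher's exact p = 2.72e-04). Genes of a class are not independent of each other, so these p-values describe the lists and not the 4 mice.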

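For the 378 genes induced by IL-4 only, the median log2 fold change with IL-4 was 0.91 in WT and 0.78 in GR del cells. The median difference of the responses was 0.14, with 86 genes (22.8%) on the other side of 0. These genes were chosen on the WT response, which by itself favors larger values in WT. Choosing them on the GR del response (286 genes), which in the same way favors larger values in GR del, gave a median difference of 0.01, and choosing them on the mean of both (697 genes) gave 0.04. Adding dex to IL-4 changed them by a median of -0.13 in WT cells, with 223 genes (59.0%) below 0, and by -0.03 in GR del cells. In the IL-4 pattern of the deposited table (712 genes tested here) the medians were 0.12 for the difference between genotypes and -0.54 for adding dex. In the comparison of the authors 275 of 715 genes of that pattern are lower with dex alone.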

Of note, IL-4 only genes were induced to a lesser extent in GR-deficient cells compared to WT cells, while they were at the same time slightly repressed by dex + IL-4 treatment compared to IL-4 treatment alone. Thus, gene regulation in response to GC and IL-4 signaling is much more complex and potentially involves indirect pathways such as co-factor squelching^47^.

**Fig. 5:**
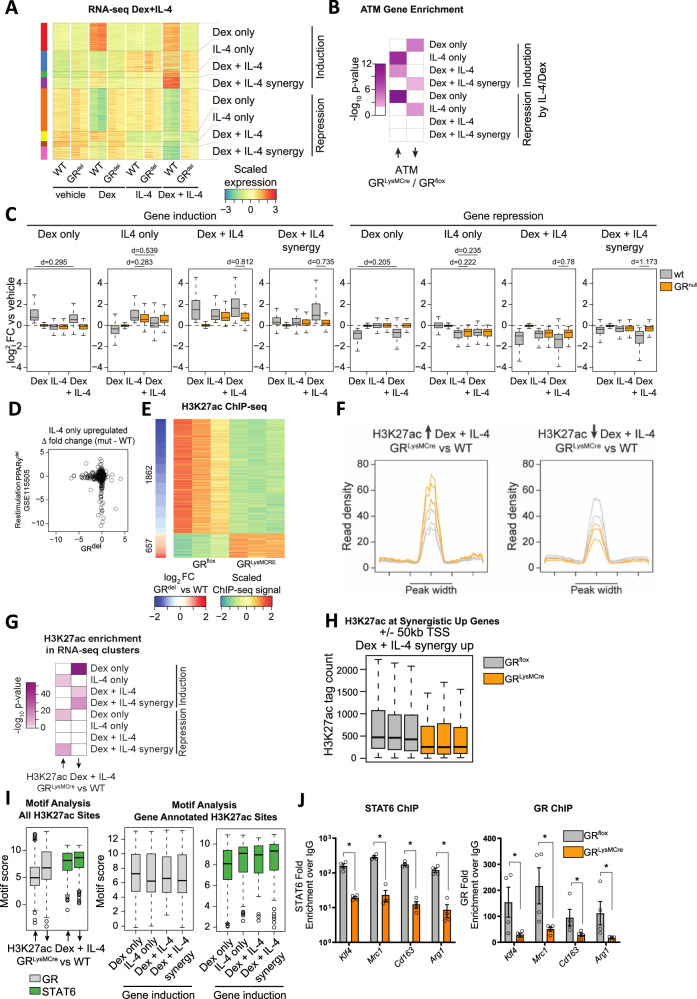
GR regulates macrophage alternative activation through cooperation with STAT6. **A** Heatmap depicting distinct patterns of differentially expressed genes (*padj* <0.01) in RNA-seq data of WT or GR^del^ macrophages treated with either vehicle (DMSO), dex (100 nM), IL-4 (20 ng/ml), or IL-4 + dex for 2 h (*n* = 2). **B** Heatmap showing enrichment of up- and downregulated genes comparing GR^LysMCre^ vs. GR^flox^ ATMs from Fig. 2A for dex only, IL-4 only, dex + IL-4 or dex + IL-4 synergistic genes in (**B**) using a one-sided hypergeometric test. **C** Boxplots depicting log_2_ fold changes with respect to vehicle control for dex only, IL-4 only, dex + IL-4, or dex + IL-4 synergistic genes in (**A**). The effect size for selected comparisons is indicated as Cohen’s d (*n* = 2). **D** Scatter plot quantifying the lack of gene induction by IL-4 stimulation upon deletion of PPARγ over deletion of GR for all genes of the IL-4 only upregulated gene cluster from (**A**). **E** Heatmap depicting H3K27ac ChIP-seq signal for enhancers with significantly different H3K27ac levels (*padj* <0.05) between GR^LysMCre^ and WT BMDMs treated with dex + IL-4 (*n* = 3). **F** Density plot showing the distribution of H3K27ac signals at sites that gain and lose signal in GR^flox^ and GR^LysMCre^ macrophages. **G** Enrichment of genes nearby (±50 kb from TSS) enhancers with increased or decreased H3K27ac levels between GR^LysMCre^ and GR^flox^ macrophages in (**E**) for dex only, IL-4 only, dex + IL-4 or dex + IL-4 synergistic genes in (**A**). Hypergeometric test one-sided.  **H** H3K27ac tag count at enhancers with dynamic H3K27ac levels between GR^LysMCre^ and GR^flox^ macrophages in (**E**) in the vicinity (±50 kb from TSS) of genes showing synergistic upregulation by dex + IL-4 in (**A**). **I** HOMER-based motif score for GR and STAT6 at enhancers with loss and gain of H3K27ac ChIP-seq signal from (**E**) (left panel) and subgrouping those enhancers based on proximity to genes with dex only, IL-4 only, dex + IL-4, and dex + IL-4 synergistic regulation patterns from (**A**) (*n* for enhancers going up: 1862, *n* for enhancers going down 657). **J** GR^flox^ or GR^LysMCre^ BMDMs were treated with IL-4 + dex for 2 h, and STAT6 or GR DNA binding was analyzed by ChIP-PCR (*n* = 4, *N* describes macrophages isolated from individual mice). Data show mean ± SEM. Boxplots show median, IQR, and min/max values excluding outliers. Statistical analysis via, Mann–Whitney test, two-sided, Deseq with Benjamini–Hochberg correction *padj* <0.01 (**A**); *P* < 0.05*, *p* < 0.01**, *p* < 0.001***, *p* < 0.0001**** Exact *p* values: **J** Stat6: *Klf4*: 0.0286, *Mrc1*: 0.0286, *Cd163*: 0.0286, *Arg1*: 0.0286, GR: *Klf4*: 0.0286, *Mrc1*: 0.0286, *Cd163*: 0.0286, *Arg1*: 0.0286.

It is known that IL-4 signaling, especially in the case of reoccurring stimulation, in macrophages is mediated via PPARγ^48^. We therefore aimed to compare the effects of ablating GR or PPARγ in macrophages. We found a similar regulation of anti-inflammatory macrophage genes through IL-4 in both conditions (Supplementary Fig. S6A–C), and interestingly genes that we defined as being induced by IL-4 only showed a diminished induction in both GR-deficient macrophages as well as PPARγ deficient ones when restimulated with IL-4 (Supplementary Fig. S6C). 

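The GR part of this comparison can be followed gene by gene in the FLDM RNA-seq. Data on PPARγ were not analysed here. Of the 378 IL-4 only genes, 0 differed between WT and GR del in their IL-4 response at an adjusted p-value of 0.01 in edgeR's quasi-likelihood test, and 69 did at an unadjusted p under 0.05. Over all 13402 genes the interaction passed for 1 gene and 439 had an unadjusted p under 0.05. With the replicate number as a block within each genotype, a choice made after the data were seen, 0 genes passed. The gene that passed in the reported setting was *Fcrls* (NM_030707, chromosome 3, 87250965 to 87263524). IL-4 raised it from 91.4 ± 0.981 to 238.5 ± 12.3 CPM in WT and from 126.6 ± 8.02 to 158.6 ± 7.24 CPM in GR del cells (mean ± SD, n = 2). The difference of the responses was 1.06 (SE 0.11, edgeR adjusted p = 0.00298).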

Quantifying this lack of induction in both genotypes showed, that GR and PPARγ regulate different subsets of IL-4 target genes (Fig. 5D).

In order to determine whether the observed synergy of GC- and IL-4 signaling is due to cross-talk at the chromatin level, we performed H3K27ac ChIP-seq in GR^flox^ and GR^LysMCre^ BMDMs treated with dex + IL-4, which led to the identification of many sites with diminished and elevated enhancer activity in GR-deficient BMDMs (Fig. 5E) with a clear loss or gain when assessing the distribution of H3K27ac ChIP-seq signal across those dynamic enhancers (Fig. 5F). 

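H3K27ac was measured in BMDMs from 3 GR flox and 3 GR LysMCre replicates after dex + IL-4. The authors deposited the tags that HOMER counted in peaks merged over the genotypes. The libraries hold 2020156 to 6129574 tags in GR flox and 3814016 to 5544101 in GR LysMCre. In 1 GR LysMCre library there are 9 tags on the Y chromosome against 132.5 to 342 in the others. With TMM factors and edgeR's quasi-likelihood test, 2079 of 24469 regions were lower and 863 higher in GR LysMCre at a Benjamini-Hochberg adjusted p-value of 0.05, with 6101 at an unadjusted p under 0.05. The median log2 fold change was -0.76 for the lower and 0.58 for the higher regions. Within 1 kb of a TSS lie 10.7% of the lower and 18.3% of the higher regions, against 31.0% of all tested regions. Moving the adjusted threshold to 0.01 had the largest effect on these counts and left 1336 lower and 275 higher. Leaving out 1 library at a time gave 1407 to 2390 lower and 444 to 1092 higher regions. Of the regions called here, 1857 lower and 654 higher are also called in the comparison of the authors. The regions with the largest decreases, among those with at least 50 tags on average, were assigned by the nearest TSS to *Tulp1* (chromosome 17, 28418638 to 28422092; -3.66, SE 0.26), *C530044C16Rik* (chromosome 6, 50972436 to 50975204; -3.52, SE 0.35) and *Armc12* (chromosome 17, 28508454 to 28528119; -3.28, SE 0.16). The first of these lies within *Fkbp5* (chromosome 17, 28398753 to 28486149), and the last is upstream of its TSS. The largest increases were assigned to *Gm19276* (chromosome 15, 10872000 to 10874349; 1.28, SE 0.18), *Marveld2* (chromosome 13, 100593901 to 100595761; 1.23, SE 0.23) and *Nrp2* (chromosome 1, 62735534 to 62738691; 1.14, SE 0.22).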

To test if those dynamic enhancer regions are linked to IL-4 and GC-dependent gene regulation, we performed enrichment analysis between the genes nearby those dynamic enhancer regions and the genes we previously grouped based on their expression pattern in the individual and combinatorial treatment with dex and IL-4 (Fig. 5A). 

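Each changed H3K27ac region was assigned to the genes with a TSS within 50 kb. The FLDM classes were tested over the 12144 expressed genes with a region in reach. Fisher's exact test looked for overrepresentation only, with Benjamini-Hochberg adjustment over 16 tests. Regions lower in GR LysMCre lay near 397 of 1143 dex only induced genes (34.7%, against 14.4% of all; odds ratio 3.80, adjusted Fisher's exact p = 4.69e-74). They lay near 66 of 164 dex + IL-4 induced genes (40.2%; odds ratio 4.13, adjusted Fisher's exact p = 2.41e-15). For synergy induced genes the number was 132 of 651 (20.3%; odds ratio 1.56, adjusted Fisher's exact p = 5.07e-05). Over 17 alternatives this odds ratio ranged from 1.15 to 3.22. It did not pass the threshold when at least 10 tags were required in every library (1.26) or when regions were called at 0.01 together with classes at 0.05 (1.15). Regions higher in GR LysMCre lay near the repressed genes of all 4 classes. The odds ratios were 1.69 for dex only (adjusted Fisher's exact p = 6.30e-08) and 2.56 for dex + IL-4 (adjusted Fisher's exact p = 9.77e-07). They were 1.63 for synergy (adjusted Fisher's exact p = 4.32e-04) and 1.73 for IL-4 only (adjusted Fisher's exact p = 0.00351). The last did not pass with DESeq2 (0.924) or with regions called at 0.01 together with classes at 0.05 (1.25). It also failed with regions more than 1 kb from a TSS (1.43) and with some single libraries left out (1.23, 1.41 and 1.61). Among choices made after the data were seen, it failed with DESeq2 on doubled tags (1.41) and the authors' deposited patterns (1.12).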

Besides those genes that were expected to be close-by to genomic sites with GR-dependent enhancer activation, i.e., the dex only group, we also found a strong enrichment for the dex + IL-4 and dex + IL-4 synergistic genes (Fig. 5G) indicating GR requirement for GC- and IL-4 signaling mediated enhancer and gene activation. 

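Among the 347 IL-4 only induced genes with an H3K27ac region within 50 kb, 38 (11.0%) lay near a region higher in GR LysMCre BMDMs, against 9.16% of all genes (odds ratio 1.23, adjusted Fisher's exact p = 0.225). A region lower in GR LysMCre lay near 58 of them (odds ratio 1.20, adjusted Fisher's exact p = 0.215). The association with higher regions passed the threshold with a window of 10 kb (odds ratio 1.86). Among choices made after the data were seen it passed with doubled tags in edgeR (1.55), with the sex of the FLDM libraries in the model (1.45) and with the patterns in the deposited table of the authors (1.80).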

In line with the observation that IL-4 only genes show less induction by the combinatorial treatment with dex + IL-4 compared to IL-4 alone, these genes were likely to be close by genomic regions with increased H3K27ac marks in the GR^LysMCre^ BMDMs. With focus on upregulated dex + IL-4 synergistic genes, dex + IL4 treated GR-deficient macrophages showed a clear loss of H3K27ac ChIP-seq signal at dynamic enhancers within 50 kb from the transcription start site, suggesting GR-dependent chromatin remodeling at these putative regulatory regions (Fig. 5H).

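Within 50 kb of the TSS of synergy induced genes lay 2055 tested regions, of which 214 changed between the genotypes, 172 of them lower and 42 higher in GR LysMCre. The median log2 fold change was -0.58 over the changed regions and -0.02 over all 2055. The median signal of the changed regions was 49.8, 47.4 and 42.5 CPM in the GR flox libraries (46.6 ± 3.75, mean ± SD, n = 3). In the GR LysMCre libraries it was 32.8, 31.6 and 29.6 CPM (31.4 ± 1.63). The exact permutation p was 0.1, the smallest possible with 3 against 3. Regions enter this comparison because they differ between the same libraries, so the separation of the medians follows in part from the selection. For dex only induced genes the changed regions had 46.3 ± 5.36 and 30.8 ± 0.984 CPM, and for IL-4 only induced genes 47.1 ± 0.734 and 50.4 ± 1.19 CPM. Of the 126 changed regions of the latter 76 were lower and 50 higher, with a median log2 fold change of -0.43. From the lower signal at changed regions near these genes the paper proposes that GR remodels chromatin at putative regulatory regions.

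**Figure D3:**
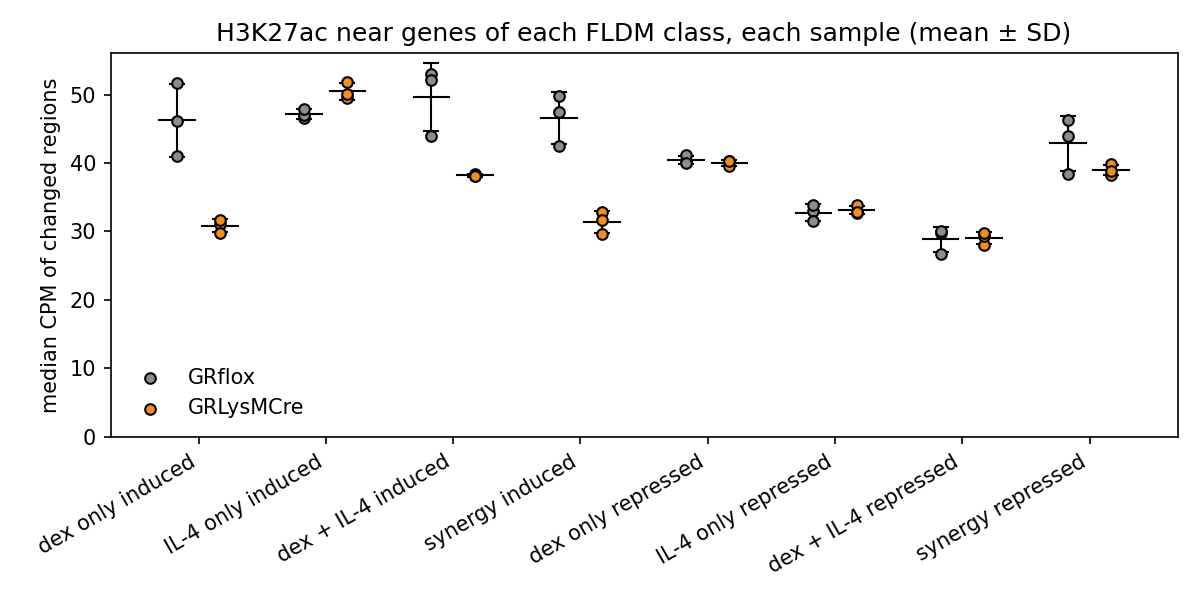
H3K27ac signal of changed regions within 50 kb of the genes of each FLDM class in GR flox and GR LysMCre BMDMs after dex + IL-4. Points are the median CPM of each library; lines and bars are mean ± SD (n = 3).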

The additive and synergistic activation of genes by GCs and IL-4, and GR-dependent enhancer remodeling, suggest a molecular cross-talk between GR and STAT6, the mediators of GC and IL-4 signaling at the chromatin level, respectively. Motif analysis of the dynamic H3K27ac sites showed an expected increase in GR motif score at sites with reduced H3K27ac signal in GR-deficient cells but also for the STAT6 motif (Fig. 5I, left panel). Thus, besides the strong dependency on GR, many of those enhancers with reduced H3K27ac levels in GR-deficient BMDMs might rely on STAT6 activity. 

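Matches to the consensus ACANNNTGT for GR and TTCNNNNGAA for STAT6 were counted in the central 1000 bp of each changed region, in the GRCm38 sequence, as a stand-in for the motif scores. A GR match was present in 786 of 2079 regions lower in GR LysMCre (37.8%) and 211 of 863 higher regions (24.4%), against 24.9% of all tested regions. The odds ratio was 1.88 (Fisher's exact p = 1.49e-12). For STAT6 the matches were in 591 lower (28.4%) and 174 higher regions (20.2%), against 24.7% of all. The odds ratio was 1.57 (Fisher's exact p = 2.44e-06). Searching whole regions instead of the central window changed the shares most, to 76.9% and 61.9% for GR and 66.3% and 57.8% for STAT6. Neighboring regions are not independent, and a match to a consensus is not binding.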

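Regions lower in GR LysMCre and near synergy induced genes but not near dex only induced ones numbered 131, and those near dex only induced genes alone 456. A GR match in the central window was found in 47 (35.9%) of the former and 178 (39.0%) of the latter (odds ratio 0.874, Fisher's exact p = 0.542). A STAT6 match was found in 38 (29.0%) and 108 (23.7%; odds ratio 1.32, Fisher's exact p = 0.251). With the patterns of the deposited table, a choice made after the data were seen, the shares were 34.5% and 38.8% for GR (Fisher's exact p = 0.265) and 31.4% and 22.3% for STAT6 (Fisher's exact p = 0.00788).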

When further sub-setting the previous motif analysis based on the genomic location of the dynamic enhancers, we found that there was a decrease in the GR motif score at enhancers annotated to genes activated by dex + IL-4 synergistically compared to genes activated by dex alone, which was accompanied with an increase in the STAT6 motif score (Fig. 5I, right panel). With the decrease in GR and increase in STAT6 motif score at enhancers with GR-dependent enhancer activity nearby genes that are synergistically activated by GC- and IL-4 signaling, we hypothesize that enhancer activity is not only reliant on GR and STAT6 activity but that those factors show cooperativity at the chromatin level. To test this, we focused on putative anti-inflammatory genes with synergistic GC- and IL-4 signaling-dependent upregulation, namely *Klf4*, *Mrc1*, *Cd163*, and *Arg1* (Supplementary Fig. S6D), and selected enhancers nearby those genes that showed; first GR-dependent loss of H3K27ac levels in dex + IL-4 stimulated GR^LysMCre^ macrophages, and a second indication of GR^43^ and/or STAT6^44^ binding upon dex or IL-4 stimulation respectively. 

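Within 50 kb of the TSS of *Klf4* lay 5 tested H3K27ac regions, of which 3 were lower in GR LysMCre BMDMs by edgeR's quasi-likelihood test. The first, at 55514595 to 55515552 on chromosome 4, had 9.56 ± 1.18 CPM in GR flox and 5.22 ± 0.607 in GR LysMCre (mean ± SD, n = 3), or -0.87 (edgeR adjusted p = 0.0161). The others were at 55529250 to 55535027 (-0.47, edgeR adjusted p = 0.00935) and 55565510 to 55569120 (-0.62, edgeR adjusted p = 0.0166). Near *Mrc1*, on chromosome 2, 4 of 9 regions were lower. They were at 14183446 to 14188717 (-0.32, edgeR adjusted p = 0.0338) and 14243982 to 14246401 (-0.67, edgeR adjusted p = 0.0345). The 2 with the highest signal were at 14198009 to 14212377 (213 ± 43.9 and 141.5 ± 15.1 CPM, -0.62, edgeR adjusted p = 4.25e-04) and 14227732 to 14234943 (221 ± 15.6 and 162.9 ± 21.0 CPM, -0.45, edgeR adjusted p = 0.00145). All 3 regions near *Cd163*, on chromosome 6, were lower. The first was at 124269855 to 124274673 (20.6 ± 13.3 and 4.74 ± 1.41 CPM, -2.29, edgeR adjusted p = 2.86e-05). The next were at 124276542 to 124280996 (20.1 ± 8.61 and 4.30 ± 1.54 CPM, -2.30, edgeR adjusted p = 3.29e-06) and 124319632 to 124322472 (18.1 ± 14.2 and 3.87 ± 1.20 CPM, -2.40, edgeR adjusted p = 1.04e-04). Near *Arg1* none of 5 regions changed (0), with log2 fold changes of -0.08 to 0.29. With 1 library left out at a time, the 3 *Cd163* regions and the *Mrc1* regions at 14198009 and 14227732 passed in all 6 fits, and the others in 2 to 5.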

Using ChIP-PCR (Supplementary Fig. S6F), we analyzed GR and STAT6 DNA loading to those sites in GR^flox^ and GR^LysMCre^ BMDMs stimulated with dex + IL-4 to test whether loss of GR activity affects STAT6 recruitment. As expected, GR loading dropped upon GR deletion and importantly, STAT6 binding was significantly reduced as well (Fig. 5J), confirming the requirement of GR action for efficient STAT6 recruitment and synergistic gene activation. This was not the case in genes regulated by IL-4 only (Supplementary Fig. S6E). Taken together, these data highlight a molecular mechanism in which GC- and IL-4 signaling synergize at the chromatin level via cooperative binding of GR and STAT6 to a subset of genes promoting alternative activation of macrophages, and that those gene signatures are particularly sensitive to abrogation of GC signaling under inflammatory conditions in visceral adipose tissue.

## Discussion

GCs have long been thought to purely promote insulin resistance and obesity, as their therapeutic use is often associated with severe metabolic side effects^49^. Importantly, administration of pharmacological GC doses has been demonstrated to induce insulin resistance in humans within hours^50^, independent of an inflammatory environment and most likely due to pan-actions on several cell types. Obesity is also correlated with increased GC production^14–17^, which is suggested to have a negative impact on insulin sensitivity. Deletion of GR in adipocytes also points toward the adverse function of GCs in the development of insulin resistance due to the beneficial effects this knockout confers^19^. However, these studies did not consider the strong immunomodulatory activity of GCs that could impact low-grade inflammation that occurs during obesity. Recently, we demonstrated that GR-mediated TNF repression in Kupffer cells is required for fasting-induced ketone production of hepatocytes^39^, indicating that suppression of inflammatory activity in macrophages by GR is essential for whole-body energy metabolism. By removing the GR in the myeloid lineage, we demonstrate here that GCs also have a protective, homeostatic role against the development of insulin resistance during obesity by modulating the inflammatory polarization of macrophages. Loss of GR increases macrophage content, and cytokine production in the epidydimal adipose tissue, independent of any effect on the major macrophage migratory factor, MCP-1 (CCL2), an essential cytokine for monocyte recruitment to the adipose tissue^51^. We observed an increased expression of pro-inflammatory mediators, including TNF and IL1β, and other markers of inflammatory-acting macrophages in the absence of GR. This was concomitant with a reduced expression profile of anti-inflammatory macrophage marker genes and numbers of anti-inflammatory macrophages in the tissue, which all impact adipocyte function. Excess GCs at pharmacological or pathological concentrations are affecting a wide range of cell types and tissues. Therefore, the anti-inflammatory actions on immune cells that we show here are crucial for keeping IR in check and are likely overwhelmed by the strong modulating ability of GCs on adipose tissue, liver, and muscle, causing insulin resistance. Thus, specific targeting of immune cells with GR agonists might be beneficial to limit IR in obesity.

The inflammatory phenotype of GR-deficient macrophages was associated with an increase in adipose tissue lipolysis in GR^LysMCre^ mice, which is a contributing factor to the severe hepatic steatosis we observed in the mutants. Due to the important function of GR in Kupffer cells for energy metabolism of hepatocytes^39^, we had to clarify a possible role of GR in Kupffer cells. However, the hepatic steatosis was not caused by loss of GR in Kupffer cells themselves, as GR^Clec4fCre^, compared to GR^LysMCre^ mice, did not develop aggravated steatosis or changes in whole-body insulin and glucose tolerance. Excess NEFA is found in severely obese patients, and the elevated serum lipids are associated with the development of type-2 diabetes through the regulation of IRS phosphorylation^52–54^. Lipid accumulation in the liver not only affects liver metabolic function but also interorgan communication orchestrated by the liver, exacerbating the detrimental metabolic effects of obesity^55^. Increased inflammatory cytokines, which we also observed in the GR^LysMCre^ mice, can locally induce adipocyte tissue lipolysis^56,57^, which contributes to the excess serum lipids seen in obese and diabetic patients. Excessive increases in lipolysis may be beneficial for obesity^58^; however, the more modest rise in lipolysis seen in the obese GR^LysMCre^ mouse, in addition to the elevated inflammation and reduced anti-inflammatory macrophage polarization, all support the increased insulin resistance, especially due to the lack of an observed difference in weight gain on HFD. Excess lipids are not only detrimental to the action of insulin but also contribute to a wide range of obesity comorbidities^59,60^ for which macrophage GR therefore may have an unexpected protective function and warrants further investigation. Our recent work found no effect of macrophage GR on NEFA under healthy fasting conditions^39^, suggesting that the inflammatory environment of obesity is required to see the effect of ATM GR in regulating lipolysis.

The importance of GR in controlling macrophage polarization has been strongly implicated, especially in vitro^61–63^; here, we show the effect of endogenous GCs acting on macrophage polarization in vivo. Our data indicate that GCs alone control a subset of anti-inflammatory genes, but when macrophages are activated with both GCs and IL-4, there is a significant increase in anti-inflammatory polarization, through co-regulation of anti-inflammatory macrophage genes. This double activation likely more closely reflects macrophage activation in vivo, as both GCs and IL-4 increase in response to inflammatory insults^64–66^, and both signaling molecules are present in adipose tissue^67–69^. At the genomic level, different signals can alter the GR-dependent transcriptome and cistrome, as previously demonstrated using LPS as an additional stimulus^70^. Our data implicate additional anti-inflammatory signals, in this case, IL-4, in controlling GR functionality through differential enhancer activation and GR-dependent STAT6 chromatin loading. It is likely that multiple aspects of GR deletion contribute to the altered anti-inflammatory status of macrophages, but that these signals can converge on IL-4 signaling, and thus STAT6 activation is somewhat surprising considering the potent anti-inflammatory actions of GCs themselves.

Previous reports have shown that GR and STAT6 interact in a functional manner; however, the authors showed a reciprocal inhibitory effect, in part contradictory to our data. This work was performed in the T-cell line CTLL-2s^71^, which is different from macrophages, potentially explaining the discrepancy, and suggesting a differential function of GR and STAT6 in innate and adaptive immunity. Interestingly, we did identify a subset of genes that are IL-4 responsive and inhibited by the co-treatment of dex + IL-4, indicating some conservation of a GR-STAT6 inhibitory mechanism in macrophages. Others have suggested a function for GR and STAT6 in co-regulating *Ym1*^72^; however, we demonstrate rather a cooperative function on the induction of anti-inflammatory genes in macrophages both at the level of global gene expression and the level of chromatin binding for at least a panel of anti-inflammatory marker genes. The comparison of IL-4 treatment in GR- and PPARγ-deficient macrophages showed a similar effect for classical anti-inflammatory markers. The cooperation of STAT6 with nuclear receptors has been previously demonstrated with PPARγ and RXR in macrophages, both contributing to the regulation of gene expression and anti-inflammatory activation^73,74^. We propose GR as another partner of STAT6-dependent macrophage anti-inflammatory activation, and comparing gene expression profiles of IL-4 stimulated PPARγ and GR-deficient BMDMs shows that they impact different subsets of IL-4 target genes. Whether PPARγ and GR converge on anti-inflammatory genes that are synergistically activated by IL-4 and GC signaling needs further investigation of Pparg-deficient macrophages under IL-4 and GC exposure. The formation of super-enhancer clusters^74^ to mediate macrophage alternative activation would be a potential explanation as to why disruption of only one of these transcription factors, PPARγ/RXR^73,74^, and in our case GR, results in such severe effects on polarization and function of macrophages. Alternatively, the disruption of one transcription factor may reduce accessibility to key genomic loci for the functionality of others, as we demonstrated with a reduction in the H3K27ac signal in GR-deficient dex + IL-4 treated macrophages. Constitutively open chromatin and the cell-type specific chromatin landscape have been shown to be major determinants for the binding of GR^75,76^, and STAT6^77^, which indicates that both GR and STAT6 require cooperative binding for enhancer and gene regulation. Multiple lines of evidence suggest that enhancer activity requires more than one transcription factor for full activation and that active enhancers are enriched for transcription factor cooperativity^78,79^. Our data shows reduced STAT6 occupancy in the absence of GR to anti-inflammatory genes, indicating that GR activity is required for efficient STAT6 chromatin loading nearby genes that show synergistic gene activation upon GC- and IL-4 signaling.

Taken together, our results demonstrate that GCs have an important homeostatic function in regulating insulin sensitivity during obesity which is mediated through the cooperative activation of anti-inflammatory genes by GR and STAT6 in macrophages. These data shed further light on the importance of regulating the inflammatory response through GCs to maintain metabolic health. Furthermore, they strengthen a therapeutic concept that specific modulation of adipose tissue macrophages by immune-modulating drugs could be beneficial in metabolic diseases.

## Methods

### Animal experimentation

All animal experiments were performed in accordance with accepted standards of animal welfare and with permission of the responsible authorities of the Thüringer Landesamt für Lebensmittelsicherheit und Verbraucherschutz and the Regierungspräsidium Tübingen (License 1436 and License 1332). Myeloid-specific glucocorticoid receptor mutant mice (*Nr3c1*^*tm2Gsc*^*Lyz2*^*tm1(cre)lfo/J*^*)*, GR^LysMCre^, on a C57BL/6 background were described previously^80^. Male mice starting from the age of 8 to 12 weeks were fed a high-fat diet (HFD) ad libitum in which 60% of the caloric intake was derived from fat (D12492 Research Diets) for 29 weeks. HFD data are representative of three independent experiments.

Kupffer cell-specific glucocorticoid receptor mutant mice (Nr3c1^tm2Gsc^Clec4^fem1(cre)Glass/J^) mice were previously described^39^. Male mice starting from the age of 8 to 12 weeks were fed a high-fat diet (HFD) ad libitum, in which 60% of the caloric intake was derived from fat (D12492 Research Diets) for 29 weeks.

For cold exposure, obese mice were maintained at 4°C for 12 h before sacrifice. For LPS experiments, mice were injected I.P. with 10 mg/kg LPS (Sigma) for 24 h before sacrifice by inhalation of CO_2_ according to the guidelines approved by the Regiergungspräsidium Tübingen and organ harvest.

### Metabolic determinants

Glucose and insulin tolerance tests were performed on overnight fasted, or 4-h fasted mice, respectively. Blood glucose levels were measured over a period of 3 h after injection of glucose (Roth X997.2) 2 mg/g body weight or insulin 0.5 µ i.U./g body weight (Huminsulin Normal 100 Lilly, HI0210) using an Aviva Accu-Check, and Accu-Check test strips (Roche). Fasted serum insulin levels were determined using Ultrasensitive mouse insulin ELISA (Mercodia 10-1249-01). Serum non-esterified fatty acids (NEFA) were measured on serum from fed mice (NEFA-HR(2) Assay, Wako Chemicals Europe). ALT (Sigma, MAK052) and AST (Sigma MAK055) measurements were made on serum isolated from fed mice. Lipase activity assay was performed on frozen eWAT isolated from obese mice according to the manufacturer’s instructions (Sigma, MAK046). Corticosterone was measured using mass spectrometry as described before^81^.

### Cell culture

Stromal vascular fraction (SVF) was isolated from epididymal white adipose tissue and/or inguinal white adipose tissue by mincing adipose tissue in 2 mg/ml collagenase I (Gibco 17100-017) in DMEM (Sigma, D5671) and fatty acid-free BSA (Sigma A8806, #SLB23340). After 5 min of mincing with scissors, tissue was incubated at 37°C at 1500 RPM for 1 h, then passed through a 70-μm cell strainer (Greiner Bio-one #542070). The resulting cell suspension was centrifuged at 600×*g* for 7 min at 4°C. Erythrocytes were lysed in erylysis buffer for 5 min at RT. The cells were then washed with MACS buffer (PBS pH 7.2, EDTA 2 mM, 0.5% BSA). SVF was depleted of immune cells by MACS sorting using anti-CD45 coupled beads (10 µl/sample, Miltenyi Biotech 130-052-301). Negatively sorted cells were cultured to confluency.

In vitro adipogenesis of mesenchymal precursors from the visceral fat depots, or 3T3L1 cells, was done on 2 days post-confluent cultures. Differentiation of SVF or 3T3L1 cells to adipocytes was induced with 0.5 mM IBMX (3-Isobutyl-1-methylxanthin, Sigma, I5879), 20 µg/ml insulin (Sigma, I9278), 1 µM dexamethasone (dex, Sigma, D40902), and 1 µM rosiglitazone (Sigma, R2408) in DMEM:F12 (Sigma, 51445 C) for SVF, or DMEM for 3T3L1s, with 10% FCS (10270 Gibco) and 1% Penicillin/Strepomycin (Sigma, P0751), 1% L-glutamine (Sigma, G7513). Medium was changed after 3 days to adipocyte maturation medium, as above, without dex or IBMX for 7 days, changing medium every 2 days. Cells were then changed to DMEM containing 10% FCS, 1% L-glut, and 1% Pen/Strep for co-cultures.

Bone marrow-derived macrophages (BMDMs) were isolated from bone by flushing out the bone marrow of GR^flox^ or GR^LysMCre^ mice. After 4 days of culturing in macrophage differentiation medium containing DMEM (Sigma, D5671), 20% heat-inactivated FCS (Sigma, F7524), 30% cell-conditioned L929 medium and 1% Penicillin/Streptomycin, 1% sodium pyruvate (Sigma, S8636), 1% L-glutamine (Sigma, G7513), 1% Amphotericin-B (Gibco, 15290-026), the medium was changed, and cells were allowed to grow for a further 3 days.

Fetal liver-derived macrophages (FLDMs) were isolated from embryos at day 14.5 post-fertilization from heterozygotic breedings of GR global knockout mice derived from GR^flox^ *(Nr3c1*^*tm2Gsc*^)^82^ after germline deletion of the loxP allele. Livers were passed through a 70-μm cell strainer (Greiner Bio-one #542070) and seeded in 10-cm plates with macrophage medium (DMEM, 30% L929 conditioned medium, 20% FCS, 1% L-glutamine, 1% sodium pyruvate, 1% Penicillin-Streptomycin, 1% Amphotericin-B) for 7 days before use. Cells were changed to Macrophage serum-free medium (Gibco 12065074) with Penicillin/Streptomycin 1% and Amphotericin-B 1% overnight before treatment.

Primary hepatocytes were isolated from GR^flox^ mice as previously described^39^ and cultured in hepatocyte maintenance medium (DMEM, 10% FCS (10270 Gibco), 1% Penicillin/Streptomycin (Sigma, P0751), 1% L-glutamine (Sigma, G7513) overnight. The following day cells were washed once in PBS before the addition of 50% conditioned medium, diluted in hepatocyte maintenance medium, which was added to the cells for 24 h. Hepatocytes were fixed with 4% PFA or lysed with Trizol, and total RNA was extracted.

### Co-cultures

For glucose uptake, differentiated adipocytes were incubated with 1 × 10^6^ FLDMs for 7 days in a macrophage differentiation medium, which was changed once. For other co-cultures, differentiated 3T3L1s were either pretreated with 25 nM recombinant mouse TNF (Immunotools, 12343014) overnight, then washed three times with PBS, or left unchallenged (specifics in figure legends). BMDMs were differentiated for 7 days and either left untreated or treated with vehicle (DMSO) LPS (100 ng/ml) (Sigma, L2990, 05M4013V), dexamethasone (100 nM) (dex, Sigma, D40902), mouse recombinant IL-4 (20 µg/ml) (Immunotools, 12340043) or a combination, washed three times with PBS before isolation with Cell Stripper (Corning, 25056CI) and cultured with adipocytes in a 1:1 ratio for 24 h in DMEM with 20% FCS 1% Penicillin/Streptomycin. Cells were then washed three times with PBS, dissociated with Cell Stripper, incubated with anti-CD16/32 (1/300, 14-0161 eBioscience), and isolated through MACS technology (10 µl/sample, anti-F4/80, Miltenyi, 130-110-443) according to the manufacturer’s protocol, or subjected to FACS analysis described below. Isolated cells not used for FACS had RNA extracted using TRIzol reagent (Invitrogen, 15596026). Macrophages were then added in a 1:1 ratio for 1 h in DMEM with 20% FCS 1% Penicillin/Streptomycin, and 1% L-glutamine before lysis of the whole co-culture with TRIzol reagent.

### In vitro crown-like structure assay

The CLS assay was performed as described elsewhere^9^, with minor changes. In brief, 3T3L1 pre-adipocytes were differentiated for 10 days and then seeded in collagen I-coated plates (Corning, 354649) at 0.5 × 10^5^ cells/ml. Adipocytes were allowed to settle for 5 h before treatment with 25 nM recombinant mouse TNF (Immunotools, 12343014) overnight. Adipocytes were washed three times with PBS before macrophages were added in a ratio of 1.5 macrophages:1 adipocyte. After 24 h, the co-cultures were fixed with 4% paraformaldehyde, and stained with anti-CD11b FITC (eBioscience, 1/200 11-0118-42), Lipidtox red (Invitrogen, H34476) and DAPI (Sigma Aldrich, D9542). Plates were kept at 4 °C and imaged the following day.

### Determination of pAKT levels

pAKT (pS473 and pTH308) was determined via ELISA from cells and muscle tissue (Tissue: Cell Signaling, #7142, #7144 and Cells: Abcam, ab253299). The amount of total pAKT was normalized to the amount of total AKT.

### Real-time quantitative PCR

Cell cultures were lysed directly in RLT-buffer (RNeasy Qiagen) or Trizol (Invitrogen) for gene expression analysis. Organs were quickly removed and snap-frozen in liquid nitrogen. Minced frozen organs were resuspended in Trizol (Invitrogen) for RNA isolation. RNA was isolated from tissue lysates using phenol-chloroform extraction followed by column-based purification with RNAeasy (Qiagen). Equivalent concentrations of RNA in each sample were reverse transcribed using SuperScriptII (Invitrogen). Real-time PCR was performed with SYBR Green PCR Master Mix (4309155 Invitrogen) using a ViiA 7 (Applied Biosystems) and analyzed using the delta-delta CT method. RT-qPCR primers are provided in Supplementary Table 1.

### Chromatin immunoprecipitation

ChIP was performed as described elsewhere^83^, with some modifications. Here, 20 × 10^6^ BMDMs were changed to Macrophage serum-free medium (Gibco, 12065-0723) with Penicillin/Streptomycin 1% and Amphotericin-B 1% overnight before treatment with IL-4 + dex (20 ng/ml, 100 nM respectively) for 2 h. Cells were washed twice with ice-cold PBS and then fixed for 15 min with 1% formaldehyde (ThermoScientific 28908). Formaldehyde was quenched using 1 M Glycine (Sigma, 33226) for 5 min at room temperature. Cells were then washed twice more with ice-cold PBS before homogenization with a Dounce homogenizer (Active Motif, 40415) in Fast IP buffer (150 mM NaCl, 50 mM Tris-HCl (pH7.5), 5 mM EDTA, 0.5%v/v NP-40, 1%v/v Triton X-100) with protease inhibitors (cOmplete Tablets EDTA-free, EASYpack, Roche, 04693132001). The resulting nuclei were centrifuged at 12,000 RPM and resuspended in shearing buffer (1% SDS, 10 mM EDTA pH 8, 50 mM Tris pH8) and sheared in 1.5 ml Bioruptor Microtubes (Diagenode, C30010016) in a Bioruptor (Diagenode). The resulting sheared chromatin was cleared by centrifugation for 10 min at 12,000 RPM, 4°C before diluting 1/10. Then, 1 ml of diluted chromatin was incubated with 3 μg anti-GR antibody (ProteinTech 24050-1-AP), 1/50 anti-STAT6 (Cell Signaling (D3H4), 5 µg/IP anti-H3K27ac (Active Motif, #39685), or 3 μg of isotype control antibody (Rabbit DA1E mAb IgG XP Isotype Control #3900, Cell Signaling) rotating overnight at 4°C. Chromatin-antibody mixes were then incubated with 20 μl Protein A Dynabeads (Invitrogen, 10001D) for 3 h, rotating at 4°C. After washing with Fast IP buffer, beads were eluted, and DNA precipitated. Chromatin was then analyzed by qPCR and calculated as fold enrichment over IgG control.

### RNA-seq and ChIP-seq

RNA was isolated by Trizol (Invitrogen) and column-based purification as described above from ATMs isolated from SVF of GR^flox^ or GR^LysMCre^ mice after 39 weeks of HFD using MACS technology (10 µl/sample, anti-F4/80, Miltenyi, 130-110-443) according to manufacturer’s instructions or from in vitro differentiated fetal liver-derived macrophages that received vehicle or treatment with either dex (100 nM), IL-4 (20 ng/ml) or dex (100 nM) + IL-4 (20 ng/ml) for 2 h prior to harvesting. RNA-seq was performed according to manufacturer’s instructions, NEBNext Ultra RNA Library Prep Kit for Illumina for ATMs and TruSeq 2 for FLDMs, using 1 µg RNA for preparation of cDNA libraries. Approximately 10–20 ng of immunoprecipitated DNA using anti-H3K27ac (Active Motif, #39685) were prepared according to the manufacturer’s instructions (Illumina) and as previously described^84^. Paired-end sequencing was performed on a Nova seq platform.

### CT measurements

Body fat was determined using CT measurements along the fifth and sixth lumbar vertebrae in anesthetized mice after 26 weeks of a high-fat diet using La-Theta LCT-100A (Aloka) with the respective software.

### Isolation of stromal vascular fraction, FACS analysis

The stromal vascular fraction from epididymal fat depots was isolated as described above. After lysing erythrocytes, cells were resuspended in FACS buffer (2% FCS in PBS) and counted on a CASY Counter. Here, 1,000,000 cells were used for cell surface staining, whereas 3,000,000 ones for intracellular staining. Co-cultures were separated using Cell Stripper (ThermoFisher) and resuspended in FACS buffer. Cell surface antigens were blocked with Anti-Mouse CD16/CD32 (1/300,14-0161, eBioscience) and stained for TCRb (1/400, PerCpCy5.5, 45-5961 Invitrogen), TCRgd (1/400, APC, 17-5711 Invitrogen), CD4 (1/400, PeCy7, 25-0041, Invitrogen), CD8 (1/400, APC-eFluor 780, 47-0081 Invitrogen), CD11c (1/400, PerCpCy5.5 45-0114 Invitrogen), CD19 (1/400, PeCy7 25-0193 Invitrogen), CD11b (1/400, PerCpCy5.5 45-0112 Invitrogen), CD11b (1/400, APC 17-0112 Invitrogen), CD11b (1/400, AF488, 53-0112-82, Invitrogen) F4/80 (1/400, PeCy7 25-4801), F4/80 (1/400, AF700, 56-4801-82 Invitrogen), and CD206 (1/400, FITC 123005 Biolegend). Staining of Tregs was done using Mouse Regulatory T Cell Staining Kit (88-8111 eBioscience). FACS measurement was done on a Canto II or LSR II (BD Biosciences) and FlowJo was used for analysis.

### Multiplex analysis

In this, 250,000 cells from the stromal vascular fraction were plated in 250 µl IMDM (E15-018 PAA) supplemented with 10% FCS (10270 Gibco) in a U-shaped 96-well overnight (10 wells per mouse). The supernatant was collected and subjected to ELISA measurements for IFN-g (MIF00, R&D systems), or multiplex analysis (mouse 23-plex Bio-Rad) and measured on a Bio-plex 2000 System (Bio-Rad).

### Glucose uptake

3T3L1/BMDM co-cultures were washed three times with PBS prior to 3-h starvation in serum-free DMEM (E15-810 PAA). The medium was switched to glucose-free DMEM (11966 Gibco). After 30 min, equilibration cells were incubated with 0.05 µl Insulin per 24-well for 10 min. Medium was supplemented to 100 µM 2-Deoxy-D-glucose (Sigma D8375) and 0.25 µCi of 2-[1,2-^3^H(N)]-Deoxy-D-glucose (Perkin Elmer, NET549250UC). After 15 min incubation cells were washed twice with PBS and lysed in 500 µl 0.5 M NaOH. Cell lysates were mixed with 3 ml scintillation reagent (Ready Safe 141349 Beckman Coulter) and measured on a liquid scintillation analyzer (Tri-Carb 2800 TR Perkin Elmer). Values are depicted as fold increase over nonstimulated control cells.

### Histology

Adipose tissue and pancreas samples were immediately submerged in 4% paraformaldehyde overnight. Tissues were embedded into paraffin blocks and cut into 5-μm sections (Leica RM2255 Microtome). Paraffin-embedded sections were rehydrated in xylene and an alcohol series, then stained with hematoxylin (Roth X.9061) (5 min), rinsed in tap water, then stained with eosin (5 min), rinsed with tap water, dehydrated through an alcohol series, then xylene and mounted using Eukitt (Langenbrinck 04-0001). Cryosections of livers were stained using oil red O (Sigma #O0625) before quantification. Hepatocytes were fixed with 4% paraformaldehyde for 15 min at 4 °C before washing with PBS. Lipids were stained using oil red O (Sigma #O0625) before quantification.

### Immunohistochemistry

Sections were rehydrated in xylene and an alcohol series before antigen retrieval in citrate-based antigen retrieval solution (Sigma, C999) for 20 min at 98°C, then allowed to cool for an additional 20 min. Sections were then washed in PBS before incubation with an avidin/biotin blocking kit (Vector Laboratories SP-2001). Samples were then exposed to blocking reagent (Millipore, 20773) and incubated with antibody (anti-F4/80 (1/100 M300 sc-25830 Santa Cruz, or Cell Signaling Technology D2S9R), anti-CD206 (1/300 Santa Cruz D-1 sc-376109), anti-CD11c (1/200, Cell Signaling Technology D1V9Y), diluted in PBS 0.1% v/v Triton X-100, 3% goat serum overnight at 4°C. Sections were washed in PBS, and endogenous peroxidases were quenched with 0.03% v/v H_2_O_2_ for 20 min. Samples were washed in PBS and incubated with anti-rabbit, or anti-mouse biotinylated secondary antibody (BA-1000 or BA-9200 Vector Laboratories, 1/800 in PBS-Triton-X-100) for 2 h at 4°C. Samples were then washed again in PBS and incubated with streptavidin-conjugated horseradish peroxidase (SA-5004 Vector laboratories 1:300 in PBS 0.1% Tween-20) for 1 h at 4 °C. After final washes in PBS, color detection was performed using 3,3’-diaminobenzidine (ImmPACT DAB SK-4100, Vector Laboratories) and nuclei counterstained with Gills Hematoxylin solution (H3401 Vector Laboratories). Sections were then dehydrated through an alcohol series, then xylene, and mounted using Eukitt (Langenbrinck 04-0001).

### Picrosirius Red

Slides were deparaffinized using Roticlear (A538.1 Roth) before rehydration in an ethanol series. Slides were then stained for 10 min in Weigert’s Haemotoxylin (Sigma HT1079) and resolved for 5 min in running tap water. After a wash in distilled water, slides were stained for 1 h in a 0.1% solution of sirius red (Sigma, 365548) in picric acid (Sigma, P6744-1GA) at room temperature. Slides were then dipped in 1% acetic acid solution twice and then dehydrated rapidly in an ethanol series. Slides were then incubated in Roticlear (Roth A538.1) before mounting with VectaMount (Vector Laboratories H-5000).

### ImageJ

Images were analyzed using ImageJ software. Staining was quantified by stained area/total area or counting of individual stained cells (staining signal and nucleus identified), islets size was determined by islet area/total pancreas area, adipose lipid droplet size, and liver lipid droplet number was quantified using the Adiposoft plug-in^85^. CLS was quantified by counting CLS and dividing by the number of adipocytes. All stainings were quantified on 3–4 random fields of view per histological slice and mean reported.

### Analysis of gene expression and H3K27ac ChIP-seq

We used the R package GEO2R to download gene expression sets of adipose tissue macrophages from the NCBI Geo repository; GSE119703^86^, GSE53403^11^, GSE84000^87^, GSE63171^88^ and GSE114735^89^ mouse models of obesity; RNA-seq data from BMDMs treated with LPS were taken from GSE167382^32^; RNA-seq data generated in this work (GR^flox^ and GR^LysMCre^ ATMs of obese mice; FLDM treated with vehicle, dex, IL-4 or dex + IL-4), from pro- and anti-inflammatory ATMs of obese mice GSE112396^33^, and *Pparg*-deficient BMDMs stimulated and restimulated with IL-4 GSE115505^48^ were mapped to the mouse genome (GRCm38) using STAR^90^ and tag counts were summarized at the gene level using HOMER^91^. Normalization of counts and estimation of differentially expressed genes was done with DESeq2^92^ GSE25088^46^ and GSE151015^51^ were analyzed by GEO2R, and differentially expressed genes (log_2_ fold change >1/<−1, *padj* <0.05) were used to define STAT6-dependent or IL-4 regulated genes respectively. Gene ontology analysis was performed using goseq^93^ with detected genes in the RNA-seq datasets as background and enrichment analysis between gene groups and pathways was done using a hypergeometric test with gene sets from SPEED2^40^ pathway collection. MacSpectrum^94^ was used to determine the macrophage polarization index based on normalized counts from the RNA-seq data, and regulatory factors were predicted using the online tool, LISA^29^.

ChIP-seq data generated in this work (H3K27ac in GR^flox^ and GR^LysMCre^ BMDM treated with dex + IL-4); GSE110279^43^, GR ChIP-seq before and 45 min after dex treatment; GSE38377^44^, and STAT ChIP-seq before and after 60 min IL-4 stimulation; were aligned to the mouse genome (GRCm38) using STAR^90^. Peak detection was performed using HOMER, and only peaks reproducible among the replicates per genotype were kept. Peak files for GR^flox^ and GR^LysMCre^ BMDMs were merged and filtered for blacklisted regions in the mouse genome from the ENCODE project (mm10-blacklist.v2.bed) using bedtools^95^. Generation of UCSC genome browser tracks, quantification of sequencing tags in peaks (with one read per position) and motif score analyses were done using HOMER and differential acetylation was determined using DESeq2. Gene Peak association was performed with Genomic Ranges^96^ using a window of 50 kb from the transcription start site (TSS) of all genes detected in the RNA-seq data set of FLDMs.

Raw sequencing and DESeq2 processed data of the ChIP and RNA-seq experiments generated in this work are deposited under the accession number: GSE200371. Source data are provided with this paper.

### Microscopy

Images were captured at ×10 or ×20 magnification using either an Olympus BX41 microscope with an Olympus DP72 camera, or a Leica DWI 6000 B, with either a Leica DFC 365 FX or DFC 265 camera.

### Statistical analysis and data handling

Statistics were performed using GraphPad Prism and R software. Data were analyzed by one, and two-tailed Student’s *t*-tests, one-way ANOVA or two-way ANOVA, or hypergeometric tests. Specifics of tests can be found in figure legends. *p*-values below 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Raw sequencing and DESeq2 processed data of the ChIP and RNA-seq experiments generated in this work are deposited under the accession number: GSE200371. Accession codes for published ChIP-seq raw data used in this study are as follows: GR ChIP-seq control and 45 min dexamethasone treatment GSE110279^43^; STAT6 ChIP-seq control and 60 min IL-4 stimulation GSE38377^44^. Accession codes for published RNA-seq raw data used in this study are as follows: RNA-seq of sorted adipose tissue macrophages of obese mice GSE112396^33^; RNA-seq of wild-type and *Pparg*-deficient bone marrow-derived macrophages control and stimulated with IL-4 GSE115505^74^. Accession codes for published expression datasets that were queried with GEO2R are as follows: Microarray of macrophages from mouse models of obesity GSE119703^86^, GSE53403^11^, GSE84000^87^ GSE63171^88^, and GSE114735^89^; Microarray of macrophages stimulated with IL-4 GSE25088^45^ or from STAT6 knockout mice GSE151015^46^. All other data are available in the article and its Supplementary files or from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

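RNA-seq of 20 libraries and H3K27ac ChIP-seq of 6 libraries were used. The RNA-seq libraries were ATMs of 2 GR flox and 2 GR LysMCre obese mice and 16 FLDM libraries, with 2 replicates for each of 4 treatments in WT and GR del cells (vehicle, 100 nM dex, 20 ng/ml IL-4, or both). The ChIP-seq libraries were BMDMs from 3 GR flox and 3 GR LysMCre replicates after dex + IL-4. Samples were grouped by genotype and treatment as labeled, and no sample was left out.

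The authors aligned the RNA-seq reads to GRCm38 with STAR and counted tags per gene with HOMER. For H3K27ac the authors called peaks reproducible among the replicates of a genotype with HOMER, merged them over the genotypes, removed blacklisted regions with bedtools, and counted tags with 1 read per position. The deposited values are thus expected counts: tags per gene or peak, not normalized, in steps of 0.5 because each mate of a read pair counts as 0.5 tags. The authors also deposited a normalized signal for each library, made by dividing the tags by a DESeq2 size factor. These 26 columns (4, 16 and 6 in the tables) were used only to work out the size factors. The log2 fold changes and adjusted p-values deposited by the authors come from their DESeq2 comparisons and were used only where the text names the authors' table. The same holds for the expression pattern that the authors' table lists for each FLDM gene.

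All other values were computed from the tags, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tags were rounded and filtered with edgeR's filterByExpr, which kept 13908 of 16447 listed genes in ATMs, 13402 of 14587 in FLDMs and 24469 of 24477 H3K27ac regions. Libraries were scaled with TMM factors. Groups were compared with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, at 0.01 for RNA-seq and 0.05 for ChIP-seq, the thresholds of the figure legends. ATMs, FLDMs and H3K27ac were fitted separately, with 2 residual degrees of freedom for ATMs and 8 for FLDMs. FLDM contrasts were each treatment against vehicle within a genotype, the combination against each single treatment, the difference of each response between genotypes, and the departure of the combination from the sum of the single log2 fold changes. Standard errors of log2 fold changes are their size divided by the square root of F.

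ATM libraries hold 11007394 to 17300232 tags, FLDM libraries 11679353 to 19063106 (median 15349741) and H3K27ac libraries 2020156 to 6129574. The biological coefficient of variation was 0.371 in ATMs, 0.115 in FLDMs and 0.0906 in H3K27ac. The correlation of log2 values between replicates was 0.934 in GR flox and 0.885 in GR LysMCre ATMs, at least 0.975 in FLDMs and at least 0.963 in H3K27ac.

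Lists of genes were compared with Fisher's exact test and Benjamini-Hochberg adjustment within each family of 16 tests. The background was the genes tested in both experiments or with a tested region in reach. These 16 tests looked for overrepresentation only, so a depletion could not pass. The motif tests looked in both directions. H3K27ac regions were assigned to genes with a TSS within 50 kb. Medians of gene lists were placed among 10000 random lists of the same size, drawn within 20 bins of expression. Per-library medians were compared with an exact permutation test. Principal components were computed on log2 CPM with a prior count of 2. The consensus ACANNNTGT for GR and TTCNNNNGAA for STAT6 was searched on both strands in the central 1000 bp. Before coordinates were used, the positions in the tables were compared with the GRCm38 annotation by gene symbol, and 99.7% of the genes overlapped.

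The genes named in the text are those that the paper names for these experiments, *Fkbp5*, *Tsc22d3*, *Per1* and *Dusp1* as glucocorticoid response controls, and for each comparison the 3 genes or regions with the largest change in each direction. The last must be past the threshold, have at least 10 CPM (regions: 50 tags) on average over the libraries compared, and have no overlap between the groups. Single genes outside this rule are named where 5 or fewer passed a test.

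Alternatives were DESeq2's Wald test, RLE factors, total counts, no filter, at least 10 tags in every library, another threshold, the replicate number as a block, each library left out in turn, each genotype fitted alone, other rules for synergy and for the IL-4 only class, windows of 10 and 100 kb, other backgrounds, distal regions only, and whole regions in the motif search. For H3K27ac, TMM factors from only the regions with the highest counts were also tried and gave 2005 lower and 855 higher regions. Alternatives added later are named in the closing section. The replicate numbers come from the sample labels. Neither the labels nor the paper say that equal numbers share an animal or a day, so they were not used as pairs. Gene ontology, published ATM data, and GR and STAT6 ChIP-seq were not used here.

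The tests were tested on simulated data with the means and spread of each experiment and 200 changed genes or regions, with a log2 fold change of 2 for RNA-seq and 1 for ChIP-seq. At 0.01 edgeR recovered 14 of 200 (7%) with 12 false calls in the ATM design and 198 (99%) with 2 false calls in the FLDM design. At 0.05 it recovered 115 (57.5%) with 29 false calls in the ATM design and 177 (88.5%) with 9 false calls in the H3K27ac design. DESeq2 recovered 141 (70.5%) at 0.01 in the ATM design with 28 false calls. The class rule assigned 200 of 200 simulated genes as planted. The enrichment step found the 1 planted class of 8 and no other (0). The comparison with random lists found the 1 planted list, with 3 false lists among 51. The motif search found 100 of 100 planted matches in 200 sequences for each motif. Outside the planted matches these sequences held only A and G, so no match by chance was possible. The 0 false matches therefore say nothing about chance matches in real sequence.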

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

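The tests in this part were chosen before their results were seen, with exceptions. A model with the sex of the libraries was added once their *Xist* and Y-linked tags were known. The replicate block within each genotype was also chosen after the data were seen.

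Responses that differed between the genotypes. By a direct test of the difference in edgeR, the dex response differed between WT and GR del FLDMs in 1670 genes (752 larger in WT on the signed log2 scale, 918 smaller) and the dex + IL-4 response in 1974 (893 and 1081). The IL-4 response differed in 1, *Fcrls*, which was named after its value was seen. The number of genes for the IL-4 response was 4 with DESeq2 and 0 with a replicate block within each genotype, with 439 genes at an unadjusted p under 0.05 in the reported setting. The design gives a biological explanation, the deletion of GR, since *Nr3c1* in vehicle-treated cells was lower in GR del by a log2 fold change of -2.62. Sex is a technical alternative, because WT vehicle holds 1 library with *Xist* and WT dex none. With sex in the model 3103 genes responded to dex in WT, and 2979 of the 3293 found without it (90.5%) remained past the threshold. The median log2 fold change of the dex response was 0.00 in the shortest and in the longest of 5 bins of gene length, so length was not tested further. With 1 library left out at a time *Fkbp5* changed with dex by 5.48 to 5.60 in WT and -0.38 to -0.20 in GR del, and *Tsc22d3* by 2.80 to 3.10 and 0.03 to 0.05. The 2979 genes that remained argue against sex as the explanation of their dex response in WT. In GR del cells the vehicle and dex groups each hold 1 library with *Xist*. There dex changed 0 genes, with 103 at an unadjusted p under 0.05 in edgeR's test. In these FLDMs the dex response was thus lost with GR.

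Genes that differed between untreated genotypes. The paper does not discuss GR del against WT cells under vehicle. There 860 genes passed an adjusted p of 0.01 in edgeR, 405 higher and 455 lower in GR del, with 4521 at an unadjusted p under 0.05. Sex was balanced: each group holds 1 library with *Xist*, and the log2 ratio of summed Y-linked tags was 0.10. Strain variants carried along with the deleted gene would concentrate the genes on chromosome 18, which held 18 of the 860 (odds ratio 0.781, Fisher's exact p = 0.377). Gene length moved the median log2 fold change by 0.17 from the shortest to the longest of 5 bins, under the limit of 0.5 set for it. Glucocorticoid signaling in the vehicle-treated WT cells was tested against genes that dex changes on top of IL-4, a comparison that uses no vehicle library. Of the 455 genes lower in GR del, 165 were among the 1837 genes raised by dex (odds ratio 3.84), and of the 405 higher genes 205 were among those lowered by dex (odds ratio 6.95). The mixed overlaps had odds ratios of 1.59 and 0.683. Such signaling is a candidate explanation, but *Fkbp5*, a gene raised by dex, was higher in GR del by 0.97, while *Tsc22d3*, *Per1* and *Dusp1* changed by -0.57, -0.60 and -0.10 (the last was 0.01 with total counts). The pattern cannot be told apart from differences between the embryos of each genotype, since the 2 replicates of a GR del group also differed from each other beyond the sex chromosomes (mean correlation of same-numbered samples 0.483).

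Sex of the FLDM libraries. *Xist* reached 1220 CPM in replicate 1 of WT vehicle, a gene that the text of the paper does not discuss, against 0.129 CPM in the other WT vehicle library. The libraries with *Xist* and at most 0.105 CPM of Y-linked genes were this one, replicate 1 of WT IL-4 (893.5 CPM) and replicate 2 of GR del under each of the 4 treatments (1172 to 1351 CPM). The other libraries had 170.8 to 336.4 CPM of Y-linked genes. Some of them also held *Xist*, with 8.97 to 39.5 CPM in replicate 1 of GR del and 7.10 CPM in replicate 2 of WT IL-4. The remaining WT libraries had at most 0.592 CPM of *Xist*. In GR del cells the Y-linked genes of replicate 1 reached 183.4 to 211.6 CPM and those of replicate 2 had 0 under all 4 treatments. The mean log2 ratio of 14.3 rests on 0.01 CPM added to each value. Same-numbered GR del samples deviated from their group means together, with a mean correlation of 0.688, and 0.483 without the genes on X and Y. In WT cells the correlations were 0.022 and -0.068. A possible explanation is that each GR del replicate number stands for 1 embryo or pool, of a different sex, and that the embryos also differed in other genes. No biological explanation in the design was tested for this pattern, since the labels used here give no sex.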

How the results depend on the processing

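DESeq2 or edgeR on doubled tags, the crossed replicate block, the replicate block within each genotype, the sex covariate, the length correction and the classes in the authors' deposited table were chosen after seeing the data; all other settings, and the reported ones, were chosen before the data were examined. One choice was changed at a time, except that the other threshold moved the RNA-seq calls to 0.05 and the H3K27ac calls to 0.01 together. Pseudocount alternatives were not run, since the values are counts. With 1 library left out in ATMs or FLDMs, no counts of calls were made.

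Of the results that answer a comparison, 848 values under an alternative stayed on their side of the threshold or within their spread, 80 moved, 21 reversed, 9 were no longer past a threshold and 5 were newly past it. Among single genes and regions 1892 stayed, 134 moved, 28 reversed, 26 were no longer past and 76 newly past. Under every alternative other than leaving out a library, the dex response of GR del cells stayed at 0 and 0 genes (103 at an unadjusted p under 0.05 as reported). In WT cells 1306 to 2544 genes were lower with dex, and with dex + IL-4 1621 to 2768 were higher and 1706 to 2919 lower. Also without leaving out a library, the odds ratio of lower H3K27ac regions near dex only induced genes ranged from 2.78 to 6.27 and near dex + IL-4 induced genes from 2.92 to 5.83. The motif odds ratios ranged from 1.82 to 2.31 for GR and from 1.42 to 1.73 for STAT6. For each change below the cause was not tested.

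ATM counts (0 higher and 0 lower as reported, 5595 at an unadjusted p under 0.05) became 1472 and 1383 with DESeq2, 1 and 249 with at least 10 tags in every library, 1092 and 1512 at a threshold of 0.05, 1644 and 1536 with DESeq2 on doubled tags, and 560 and 1452 with the crossed replicate block. They were 0 and 0 with RLE factors, total counts, no filter, the replicate block, edgeR on doubled tags and the length correction (5490 to 5763 at an unadjusted p under 0.05). With the replicate block 1316 were higher and 1586 lower at 0.05, against 1092 and 1512 without it. The H3K27ac counts were 2130 lower and 888 higher with the replicate block against 2079 and 863 without. The deviations of same-numbered samples correlated by -0.421 in ATMs, 0.086 in FLDMs over both genotypes and 0.019 in H3K27ac. Within GR del FLDMs the mean correlation was 0.688, for which the block within each genotype was added.

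DESeq2 gave 6 ATM enrichment tests past the threshold in place of 0, 4 genes in place of 1 for the IL-4 interaction, and 229 above and 219 below additivity in place of 136 and 105. It gave 409 higher H3K27ac regions, an odds ratio of 0.924 for higher regions near IL-4 only repressed genes (1.73 as reported) and of 1.12 for lower regions near dex + IL-4 repressed genes (0.930). On doubled tags DESeq2 gave 6 ATM enrichment tests, 3 genes, 279 and 251 genes, and a median of -0.19 for dex + IL-4 minus IL-4 (-0.13 as reported). The odds ratios there were 0.969 for lower (1.05) and 1.41 for higher regions near IL-4 only repressed genes, and 1.06 for lower regions near dex + IL-4 repressed genes. With edgeR on doubled tags higher regions near IL-4 only induced genes had 1.55 (1.23).

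Scaling to total counts moved the median log2 fold change of all ATM genes from -0.06 to -0.44. It reversed *Adgre1* (-0.092), *Abhd5* (-0.36), *Pparg* (-0.32) and *Fkbp5* (-0.00085) in ATMs and *Dusp1* in vehicle-treated GR del against WT FLDMs (0.014). It moved lower regions near IL-4 only repressed genes to 0.998 and the median of all regions at synergy induced genes to 0.030 (-0.016). With at least 10 tags in every library *Abhd5* (-0.048) and *Pparg* (-0.0080) reversed, and lower regions near synergy induced genes had 1.26, no longer past. The length correction reversed *Mrc1* (0.077), *Mgll* (0.27) and *Pparg* (-0.090), and doubled tags in DESeq2 reversed *Mgll* (0.021). *Nr3c1* with dex in WT FLDMs, at 0.00 as reported, was -0.00097 with edgeR on doubled tags and -0.00012 with the block within each genotype, where 0 genes passed for the IL-4 interaction.

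With RNA-seq at 0.05, dex raised 2359 genes in WT, IL-4 raised 1223 and lowered 1285, and in GR del IL-4 raised 1007 and lowered 938 and the combination 986 and 937. Interactions with genotype were 1272 and 1492 for dex and 1480 and 1724 for the combination, and 304 and 239 genes departed from additivity. The classes held 571 (IL-4 only induced), 276 (dex + IL-4 induced) and 467 (dex + IL-4 repressed), and 4 ATM enrichment tests passed. With H3K27ac at 0.01 there were 1336 lower and 275 higher regions. With these regions and the classes at 0.05 the median of changed regions at synergy induced genes was -0.78 (-0.58). The odds ratios were 1.15 for lower regions near synergy induced, 0.829 for lower and 1.25 for higher regions near IL-4 only repressed genes.

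With each genotype fitted alone IL-4 lowered 430 genes in WT and the combination raised 850 in GR del. With synergy defined against vehicle, dex and IL-4 the classes held 449 and 331 genes, and by the interaction 84 and 51 (713 and 606 as reported). Lower regions near synergy repressed genes then had 1.31 and 1.64 (0.889). With the sex covariate higher regions near IL-4 only induced genes had 1.45.

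The classes in the authors' deposited table held 712 (IL-4 only induced), 102 (dex + IL-4 induced) and 146 (dex + IL-4 repressed) of the tested genes. Their median for dex + IL-4 minus IL-4 was -0.54. The odds ratios were 0.797 for lower and 1.80 for higher regions near IL-4 only induced, 1.12 for higher regions near IL-4 only repressed, 2.68 for higher regions near dex + IL-4 induced (1.47) and 1.05 for lower regions near dex + IL-4 repressed genes. With the IL-4 only class chosen on GR del the medians were 0.011 and -0.022 (0.14 and -0.13), and chosen on the mean response the first was 0.039.

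A window of 10 kb gave 1.86 for higher regions near IL-4 only induced genes, and one of 100 kb 0.989 for higher regions near dex + IL-4 induced genes. Regions more than 1 kb from a TSS gave 0.967 there, and 0.993 for lower and 1.43 for higher regions near IL-4 only repressed genes. On the 500 most variable genes the components held 50.4%, 31.3% and 7.51%.

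Leaving out 1 library at a time gave 444 to 1092 higher H3K27ac regions and a median at synergy induced genes of -0.75 to -0.58. For lower regions the odds ratios were 3.67 to 4.09 near dex only induced and 2.86 to 4.21 near dex + IL-4 induced genes, and those of the motifs 1.79 to 2.12 for GR and 1.38 to 1.66 for STAT6. The odds ratios were 0.956 to 1.70 for higher regions near dex + IL-4 induced, 0.912 to 1.30 for lower near IL-4 only induced, 0.908 to 1.09 for lower and 1.23 to 1.90 for higher near IL-4 only repressed, and 0.825 to 1.07 for lower near dex + IL-4 repressed genes. The components held 45.9% to 51.4%, 23.1% to 24.7% and 8.34% to 11.5%. In ATMs the log2 fold changes ranged from -0.51 to 0.36 for *Mgll*, -0.14 to 0.19 for *Abhd5*, -0.14 to 0.28 for *Pparg* and -0.33 to 0.87 for *Fkbp5*. With dex *Nr3c1* ranged from -0.18 to 0.22 in WT and -0.035 to 0.069 in GR del, *Klf4* from -0.16 to 0.071 in GR del, and *Arg1* from -0.89 to 1.48 in WT and -3.67 to 2.24 in GR del. The differences between genotypes for *Arg1* ranged from -1.49 to 4.42 with dex and -4.22 to 0.38 with the combination.

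Depth limits genes with few tags, such as *Arg1* without IL-4 in FLDMs and *Chil3* in ATMs, whose log2 fold changes rest on few tags. In H3K27ac the library with the fewest tags, replicate 3 of GR flox, held 2020156.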

Differences from the paper's values

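In Fig. 2A the paper shows about 1600 genes higher and about 1500 lower in GR LysMCre ATMs, read by eye, where edgeR gave 0 and 0 at the same threshold, with 5595 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (1472 and 1383) and a threshold of 0.05 (1092 and 1512) came within 1.5 times of the paper's values. RLE factors, total counts, no filter, at least 10 tags in every library (1 and 249), the replicate block, and a log2 fold change of at least 1 did not. Among alternatives chosen after seeing the values, DESeq2 on doubled tags (1644 and 1536) came within 1.5 times for both, and the crossed replicate block for the lower (1452) but not the higher genes (560). EdgeR on doubled tags and the length correction, also chosen after seeing the values, did not. The authors' deposited table holds 1644 higher and 1536 lower genes.

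The legend of Fig. 5I in the paper gives 1862 H3K27ac regions going up and 657 going down. Fig. 5E of the paper shows the same numbers with 1862 regions lower and 657 higher in GR LysMCre. Here 2079 were lower and 863 higher, within 1.5 times of the numbers in Fig. 5E. The values that follow are set against the legend of Fig. 5I. For the regions going up, total counts (1251) came within 1.5 times of the paper's value, and none of the other alternatives set before the data were examined did. For those going down none of these alternatives did (1336 to 2130). DESeq2 on doubled tags, chosen after seeing the values, gave the paper's numbers with the directions exchanged, 657 higher and 1862 lower, as does the authors' deposited table.

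The paper describes *Cd163*, *Socs3*, *Mrc1* and *Klf4* as clearly lower in GR LysMCre ATMs. All were lower, by log2 fold changes of -1.07, -1.46, -0.53 and -3.26, but none passed 0.01 in edgeR. *Socs3* and *Klf4* passed with DESeq2 and at a threshold of 0.05, *Klf4* also with at least 10 tags in every library and with adjustment over the 28 named genes alone, and both with the crossed replicate block and DESeq2 on doubled tags, which were chosen after seeing the values. *Cd163* and *Mrc1* passed under none of the settings named in this section, and *Mrc1* was 0.08 with the length correction, chosen after seeing the values.

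The paper describes a shift of GR-deficient ATMs toward inflammatory and away from anti-inflammatory expression. Among the anti-inflammatory markers it measures in adipose tissue, *Arg1* and *Chil3* were higher in the GR LysMCre ATM libraries, by log2 fold changes of 1.64 and 2.93, and stayed higher with each mouse left out. Among the inflammatory ones *Il1b*, *Ccl2*, *Tnf* and *Clec7a* changed by -4.17, -2.39, -1.43 and -0.50, and *Adgre1* by 0.28 (-0.092 with total counts). Total counts moved the median of all ATM genes from -0.06 to -0.44, so the change of sign is not specific to *Adgre1*. *Cd163*, *Klf4* and *Mertk* of the anti-inflammatory markers were lower, by -1.07, -3.26 and -1.19.

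The paper finds genes lower in GR LysMCre ATMs enriched for synergy induced and dex only genes. In the reported setting no test of 16 passed (0), since no ATM gene was called, with 5595 at an unadjusted p under 0.05. For dex only induced genes the enrichment passed at a threshold of 0.05 (odds ratio 1.22) and with DESeq2 (1.56). Among settings chosen after seeing the values it passed with DESeq2 on doubled tags (1.47) and with the authors' deposited calls and classes (1.41). For synergy induced genes it passed only with the authors' deposited calls and classes (1.28), chosen after seeing the values. Without a threshold, dex only induced genes lay at percentile 0 of the random lists, with TMM factors and with total counts. Synergy induced genes lay at percentile 1.80 with TMM factors, outside the middle 95%, and at 2.54 with total counts, inside it.

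The paper states that IL-4 only genes respond less to IL-4 without GR. The median difference of 0.14 was 0.01 when the class was chosen on GR del cells, a choice that favors larger responses in GR del, 0.04 when it was chosen on the mean response, and 0.12 with the classes of the authors' deposited table, chosen after seeing the values. The paper places IL-4 only genes near regions with more H3K27ac in GR LysMCre. The odds ratio was 1.23 and did not pass, while it passed with a window of 10 kb (1.86) and, among settings chosen after seeing the values, with edgeR on doubled tags (1.55), the sex covariate (1.45) and the classes of the authors' deposited table (1.80).

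The paper reports a lower GR and a higher STAT6 motif score near synergy induced than near dex only genes. Consensus matches stood at 35.9% and 39.0% for GR (Fisher's exact p = 0.542) and 29.0% and 23.7% for STAT6 (Fisher's exact p = 0.251). With the classes of the authors' deposited table, chosen after seeing the values, STAT6 stood at 31.4% and 22.3% (Fisher's exact p = 0.00788).

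The paper treats *Klf4*, *Mrc1*, *Cd163* and *Arg1* as synergistically induced, with a nearby enhancer that loses H3K27ac. By the rule used here *Klf4* and *Mrc1* fall into dex + IL-4, *Cd163* into dex only and *Arg1* into IL-4 only. In the authors' deposited table the first 3 are listed as synergistic and *Arg1* under IL-4. None of the 5 regions near *Arg1* changed (0), in any fit that left out 1 library as well, with log2 fold changes of -0.08 to 0.29.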

Other observations

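Of the tests in this part, the other splits of the H3K27ac libraries and gene length in the genes called were chosen only after the result was seen. DESeq2 on doubled tags and the length correction, used below for ATMs, were settings also chosen after seeing the data.

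Genes changed between GR LysMCre and GR flox ATMs. Marker lists of 6 other cell types were placed among random lists of like expression, and 3 stood outside the middle 95% with the genotypes apart. The endothelial list had a median log2 fold change of -2.57, with 12 of 12 genes lower, and its summed CPM was 543 and 291 in GR flox against 91.7 and 63.9 in GR LysMCre mice. The fibroblast and preadipocyte list had -0.44. The B cell list, with 5 genes tested, had 1.49. With total counts the medians were -2.97, -0.83 and 1.08, and with the length correction -2.44, -0.04 (percentile 3.24, inside the range) and 0.99. The mesothelial, adipocyte and T cell lists did not meet both conditions. The adipocyte list had a median of 0.55 at percentile 98.08, with the genotypes overlapping. A difference in the share of endothelial and other cells between the preparations is a candidate explanation for part of the genes.

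A list of 16 early response genes, without *Klf4*, *Socs3* and *Dusp1*, had a median of -1.31 with 15 of 16 lower in GR LysMCre, below all random lists (percentile 0), and -1.35 with the length correction. Induction of such genes during isolation of the cells could differ between the preparations, and the low *Klf4* and *Socs3* cannot be told apart from it. The median log2 fold change fell by 1.36 from the shortest to the longest of 5 bins of transcript length, while in the dex response of WT FLDMs both bins were at 0.00. With the length trend taken out, 41.3% of the genes past 0.05 were lower in place of 58.1%. RNA quality that differs between mice may give such a trend, but was not measured here.

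With DESeq2 on doubled tags the real split of the 4 mice gave 3180 genes past 0.01 and the mixed splits 153 and 1. At 0.05 edgeR gave 2604 against 34 and 0. With 3 splits the share cannot be under 0.05 whatever the values, so this count could not decide whether the genotype can be told apart from differences between mice. All 4 mice had Y-linked tags, at least 36.0 CPM, and at most 0.227 CPM of *Xist*. The Y-linked level still differed, with 171.7 and 198.4 CPM in GR flox against 41.6 and 36.0 in GR LysMCre. With the length trend taken out, 863 of the 1092 higher genes (79.0%) and 960 of the 1512 lower genes (63.5%) still passed 0.05 in the same direction. Those that no longer passed cannot be told apart from the length trend. Part of the genes cannot be told apart from cell composition and isolation, so no biological explanation is put forward.

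H3K27ac regions changed between GR LysMCre and GR flox BMDMs. Of the 10 splits of the 6 libraries, 1, the real one, gave as many regions past 0.05 (2942), and it is also the 1 among the 4 splits that part all same-numbered libraries. The other 9 gave 0, with 354 to 1743 at an unadjusted p under 0.05 against 6101 for the real split; 6 of them part 1 same-numbered pair each. With 10 splits the share cannot be under 0.1 whatever the values, so this count could not decide whether the genotype can be told apart from a split of the libraries by chance. Regions within 10 Mb of *Lyz2* changed in 30 of 181 cases, 16.6% against 12.0% elsewhere (odds ratio 1.46, Fisher's exact p = 0.0658), which gives little support to strain variants carried along with the Cre insertion. The median log2 fold change moved by 0.12 from the lowest to the highest of 5 bins of GC content, under the limit of 0.2 set for it. Regions on the Y chromosome held 9 tags in replicate 3 of GR LysMCre and 132.5 to 342 in the other 5 libraries. Scaled to the tags of each library the values were 40.05, 77.7 and 87.1 CPM in GR flox and 67.1, 23.9 and 1.86 in GR LysMCre, so both genotypes held tags on Y, with the 2 lowest values in GR LysMCre. A model with sex was not fitted for H3K27ac.

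IL-4 only genes. The smaller IL-4 response of IL-4 only induced genes in GR del FLDMs, a median difference of 0.14, was 0.011 with the class chosen on GR del cells, a choice that favors larger responses in GR del. With the class chosen on the mean response it was 0.039, with 275 of 697 genes below 0. The choice of the genes on the WT response could account for part of it.

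Other FLDM classes in ATMs. Without a threshold, the median ATM log2 fold change was 0.20 for IL-4 only induced genes (percentile 99.6 of the random lists), -0.03 for dex + IL-4 induced (percentile 0.24), -0.14 for IL-4 only repressed (percentile 0.03) and -0.21 for dex + IL-4 repressed genes (percentile 0.07). With total counts the first was -0.18 (percentile 99.6), against a median of -0.44 over all genes.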
